# Two distinct pathways of pregranulosa cell differentiation support follicle formation in the mouse ovary

**DOI:** 10.1073/pnas.2005570117

**Published:** 2020-08-05

**Authors:** Wanbao Niu, Allan C. Spradling

**Keywords:** mouse, ovary, follicle, pregranulosa, scRNAseq

## Abstract

We sequenced more than 52,500 single cells from embryonic day 11.5 (E11.5) postembryonic day 5 (P5) gonads and performed lineage tracing to analyze primordial follicles and wave 1 medullar follicles during mouse fetal and perinatal oogenesis. Germ cells clustered into six meiotic substages, as well as dying/nurse cells. Wnt-expressing bipotential precursors already present at E11.5 are followed at each developmental stage by two groups of ovarian pregranulosa (PG) cells. One PG group, bipotential pregranulosa (BPG) cells, derives directly from bipotential precursors, expresses Foxl2 early, and associates with cysts throughout the ovary by E12.5. A second PG group, epithelial pregranulosa (EPG) cells, arises in the ovarian surface epithelium, ingresses cortically by E12.5 or earlier, expresses Lgr5, but delays robust Foxl2 expression until after birth. By E19.5, EPG cells predominate in the cortex and differentiate into granulosa cells of quiescent primordial follicles. In contrast, medullar BPG cells differentiate along a distinct pathway to become wave 1 granulosa cells. Reflecting their separate somatic cellular lineages, second wave follicles were ablated by diptheria toxin treatment of Lgr5-DTR-EGFP mice at E16.5 while first wave follicles developed normally and supported fertility. These studies provide insights into ovarian somatic cells and a resource to study the development, physiology, and evolutionary conservation of mammalian ovarian follicles.

## Significance

This paper improves knowledge of the somatic and germ cells of the developing mouse ovary that assemble into ovarian follicles, by determining cellular gene expression, and tracing lineage relationships. The study covers the last week of fetal development through the first five days of postnatal development. During this time, many critically important processes take place, including sex determination, follicle assembly, and the initial events of meiosis. We report expression differences between pregranulosa cells of wave 1 follicles that function at puberty and wave 2 follicles that sustain fertility. These studies illuminate ovarian somatic cells and provide a resource to study the development, physiology, and evolutionary conservation of mammalian ovarian follicle formation.

The basic outlines of somatic cell development in the mammalian fetal ovary are well-understood in rodents (1–4). In mouse, the coelomic epithelium (CE) forms on the ventral side of the mesonephros, beginning at about embryonic day 9.5 (E9.5), thickens, proliferates, and begins to express characteristic genes. Primordial germ cells (PGCs) reach the gonad about E10.5 where they proliferate mitotically to form cysts that partially fragment and aggregate together into cell “nests” surrounded by somatic cells (5–7). Prior to E12.5, surface epithelial progenitors engender multiple somatic cell types, including bipotential precursors of Sertoli or pregranulosa (PG) cells, interstitial cells, and steroid hormone producing cells (2, 8–11) which then support male or female gonad differentiation. Female development requires Wnt4/Rspo1/β-catenin signaling (12–15) and is aided and maintained by Foxl2 (16–19), but the key intercellular signals and target genes are not fully delineated. Eventually, two “waves” of follicles are produced; a first wave in the medullar region of the ovary develops rapidly while a second wave in the cortex produces primordial follicles that mostly arrest in order to sustain fertility throughout life (20, 21).

Two types of PG cells are involved in the production of medullar or primordial follicles. Bipotential progenitors are generated by mitotic activity in the surface epithelium during E11.5 and for some period afterward (8, 15). By E12.5, the key transcription factor Foxl2 (16) turns on in at least some bipotential-derived pregranulosa (BPG) cells, and lineage labeling shows that these cells give rise to granulosa cells exclusively within first wave follicles (8, 21). The second “epithelial-derived” pregranulosa (EPG) cell population begins production at least by E14.5, also from progenitors in the ovarian surface epithelium (22, 23). These cells express Lgr5 and eventually differentiate as granulosa cells on second wave follicles (8, 21–23). The cellular origins, division timing, and gene expression programs underlying both groups of PG cells need to be more precisely defined. Ultimately, the extent to which these cells control the different properties of the two follicular waves remains of interest.

Evolutionary conservation provides another potentially valuable source of insight into ovarian follicle development. In both mouse and *Drosophila*, primordial germ cells migrate to the gonadal primordium (24, 25), and oocytes differentiate within interconnected cysts of meiotic germ cells with the assistance of nurse-like cells that transfer organelles (26, 27). In both organisms, early PG cells generated from bipotential precursors express Wnts and signal to developing germ cells (15–19, 28, 29). In *Drosophila*, these early cells are termed “escort cells” (ECs) and arise from bipotential pupal gonadal “intermingled cells” (30). ECs are displaced from cysts at pachytene (31) by stem cell-derived follicle cells, which proliferate to form an epithelial follicular monolayer that mediates subsequent development to maturity (32, 33). Thus, in both species, two types of somatic support cells contact germ cells and contribute to folliculogenesis.

Additional insights into germ cell and follicle development have also come from genetic and physiological studies (4, 34). Genes responding to the meiotic inducer retinoic acid (RA) (35, 36), and to its key target Stra8, have been characterized (37, 38). Recently, mouse and other mammalian germ cell development has been further analyzed using single-cell RNA sequence (scRNAseq) analysis, especially in the male germline (39, 40) and in human ovaries (41). Early fetal mouse gonadal somatic cells of both sexes were purified and analyzed by scRNAseq to better understand sex differentiation (42). A powerful adjunct to scRNAseq for determining cellular relationships is lineage tracing (7) and the ability to reconstruct developmental trajectories (43).

Here, we analyze the developing mouse ovary using scRNAseq at seven time points between E11.5 and postembryonic day 5 (P5), involving a total of 52,542 cells. During E12.5 to P5, female germ cells express several thousand genes differentially as they pass through six meiotic stages, extending previous studies (37, 42, 44, 45). We also define genes expressed by epithelial progenitors and clarify the similar but distinct genetic programs of BPG and EPG cell progenitors (8, 21–23). Their differentially expressed genes are candidates to control the distinctive developmental programs of wave 1 and wave 2 follicles. These observations provide a strong basis for further studies of the development, physiology, and evolutionary conservation of mammalian ovarian follicles.

## Results

### Generation of a Single-Cell Atlas of Mouse Ovarian Follicle Development.

During mouse ovarian development, primordial germ cells arrive at the gonad (E10.5), undergo sex determination (E11.5), cycle mitotically to form germline cysts (E12.5), transition to meiosis (E14.5), progress to pachytene (E16.5), and undergo organelle transfer, cyst breakdown, oocyte differentiation, and germ cell turnover (E16.5 to P1), leading to primordial follicle formation by P5. Our experiments were designed to characterize cells involved in ovarian follicle development and generate a broader single-cell archive of ovarian cells for future studies. We sequenced 10 to 18 gonads/ovaries isolated at seven time points between E11.5 and P5.

At each time, after a meticulous dissection and trypsin incubation, ovaries were dissociated into single-cell suspensions. Dissociated cells were subsequently captured, loaded onto oil droplets, and used for complementary DNA (cDNA) library construction, deep sequencing, and cluster analysis (Fig. 1*A* and *Experimental Methods*). Expression information from 52,542 cells with an average of 2,700 different genes per cell was recovered based on 2.38 billion confidently mapped reads (*SI Appendix*, Table S1).

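Each of 7 ages, from E11.5 to P5, is 1 10x Genomics library of the cells of 10 to 18 pooled gonads, for which the authors deposited unique molecular identifier (UMI) counts from Cell Ranger 3.1.0 on the mouse genome GRCm38. The 7 matrices hold 52542 called cells. After removal of the 1719 cells with fewer than 200 genes, 50823 cells remained, with 492138529 UMIs and 2701 genes per cell on average. The median UMIs per cell ranged from 6349 at E14.5 to 11060 at E12.5. Cells were not treated as replicates. A level is the sum of a gene's UMIs over the cells of a class divided by all UMIs of those cells, given as CPM with a 95% exact Poisson interval in parentheses, and a share of cells has a 95% exact binomial interval. A ratio of 2 levels has the exact interval conditional on the sum of their UMIs. These intervals cover counting error only, because an age has 1 library. Cells of all libraries were clustered together with the paper's 10 principal components and resolution 0.6, but the genes named in the text, cell-cycle, Y-linked and haemoglobin genes were kept out of the genes that formed the clusters. The epithelial and supporting cells were then clustered again in each library, where the paper divided such cells of all libraries together, so the pathway classes used here do not come from the paper's procedure. Doublets were left in, and their removal was one of the alternatives tried. Gene positions are in GRCm38 coordinates.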

**Fig. 1.**
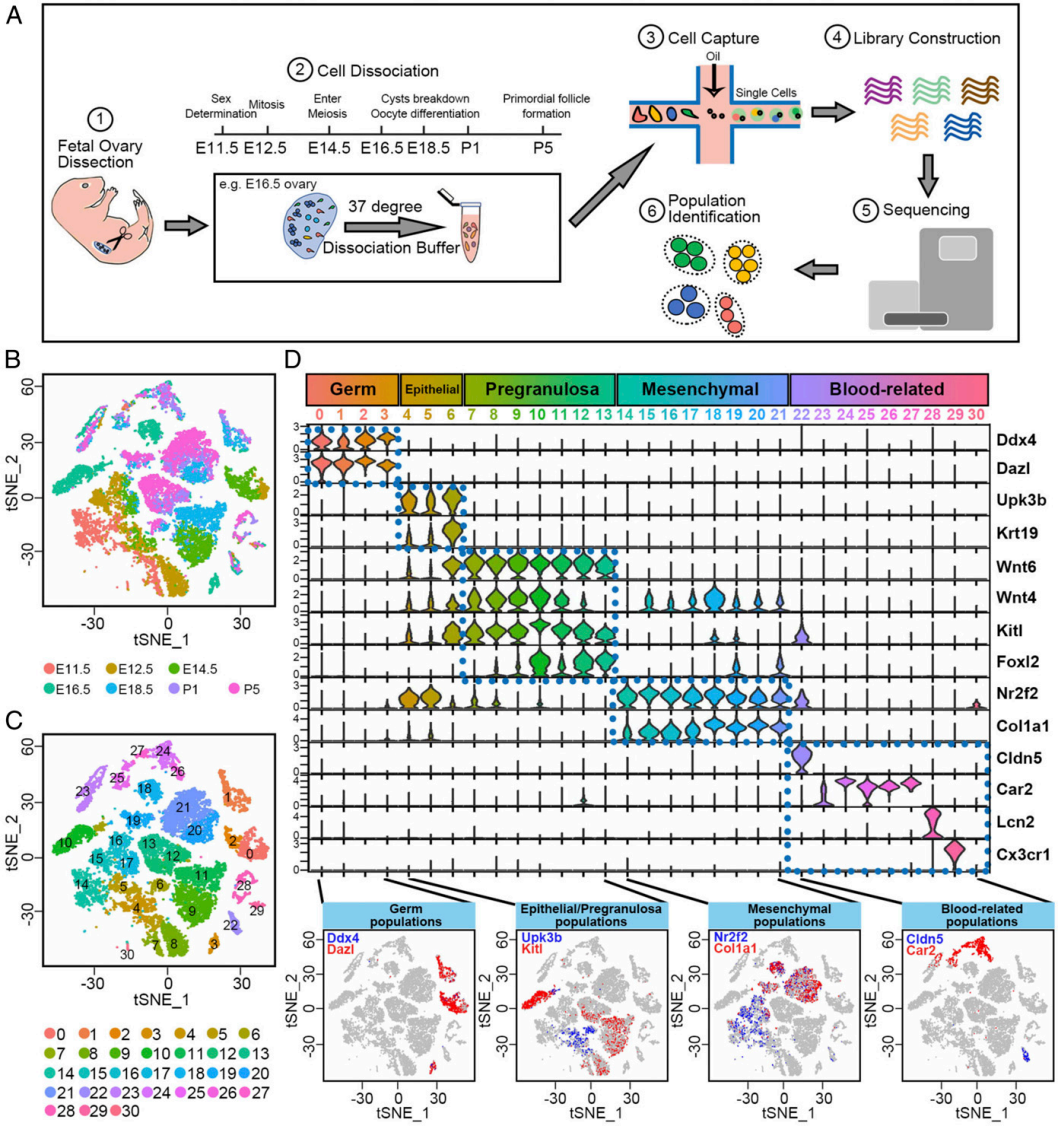
Single-cell transcriptome landscape of fetal ovarian development. (*A*) Schematic experimental workflow using the 10X Genomics Chromium platform followed by clustering using Seurat (43). (*B*) A 2D visualization of single-cell clusters using tSNE colored by developmental time from E11.5 to P5. (*C*) A 2D visualization of single-cell clusters using tSNE colored by 31 identified cell types/clusters (numbers). (*D*) Summary of marker gene expression in cell clusters: Clusters 0 to 30 were subdivided into five subclasses based on gene expression (dotted boxes). (*Bottom*) Violin plots show marker gene expression in each cluster. *y* axis scale: a normalized UMI-per-cell scale for each gene to facilitate display. The *Bottom* of *D* shows the expression of marker genes (red and blue) from each subclass.

The datasets generated from the different time points were first analyzed jointly using the following strategy. Transcript counts were first normalized, log2 transformed, aligned, and integrated as described (43). Using a t-distributed stochastic neighbor embedding (tSNE) analysis, we arranged the integrated datasets in temporal order (Fig. 1*B*), and identified 31 clusters (Fig. 1*C*), which were classified within five major categories (Fig. 1*D*). These were germ cells (cluster 0 to 3) with Ddx4 and Dazl expression (46), epithelial cells (clusters 4 to 6) with Upk3b and Krt19 expression (47, 48), PG cells (clusters 7 to 13) with Wnt4, Wnt6, Kitl, and Foxl2 expression (49–51), mesenchymal cells (clusters 14 to 21) with Nr2f2 and Col1a1 expression (23, 52), and endothelial/blood-related cells (clusters 22 to 30) with Cldn5, Car2, Lcn2, and Cx3cr1 expression (53–56).

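The 24 clusters of all cells were named from marker lists that contain none of the genes named in the text, and the epithelial and supporting clusters were then clustered again in each library. A class was assigned to 87.6% of the kept cells, 5.38% stayed undecided between pregranulosa pathways and 7.03% stayed unnamed. The unnamed share was 12.0% at E11.5, 11.0% at E12.5, 3.38% at E14.5, 6.56% at E16.5, 2.99% at E18.5, 8.20% at P1 and 6.11% at P5. The share in a class moved most, to 95.8%, when only cells with at least 1000 genes and at most 10% mitochondrial UMIs were kept.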

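In germ cells, Ddx4 (ENSMUSG00000021758, chromosome 13, 112598333 to 112652475) reached 226 CPM (223 to 229.5) against 1.25 (1.09 to 1.43) in mesenchymal cells. At least 1 Ddx4 UMI was found in 66.0% of germ cells and 1.12% of mesenchymal cells, whose median depths were 10753 and 7912 UMIs. With every cell thinned to 2000 UMIs and the 5371 cells below that depth left out, the Ddx4 shares were 34.5% and 0.242%. Dazl (ENSMUSG00000010592, chromosome 17, 50279395 to 50293636) was at 994 CPM in germ cells and 2.67 in mesenchymal cells. In epithelial cells Upk3b (ENSMUSG00000042985, chromosome 5, 136038496 to 136046487) was at 384 CPM and Krt19 (ENSMUSG00000020911, chromosome 11, 100140810 to 100148665) at 451, against 2.67 and 2.76 in germ cells. The share of cells with Upk3b was 81.4% in epithelial cells, at a median of 12542 UMIs, and 2.54% in germ cells, or 46.9% and 0.663% after thinning.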

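The pregranulosa classes, named for the bipotential (BPG-like) and epithelial (EPG-like) pathways, carried Wnt4 (ENSMUSG00000036856, chromosome 4, 137277489 to 137299726) at 241 and 315 CPM, against 134 in mesenchymal and 11.1 in erythroid cells. The levels of Wnt6 (ENSMUSG00000033227, chromosome 1, 74771892 to 74785322) were 411 and 472 against 17.3 in mesenchymal cells, and those of Kitl (ENSMUSG00000019966, chromosome 10, 100015630 to 100100416) were 736 and 621 against 16.7 in erythroid cells. For Foxl2 (ENSMUSG00000050397, chromosome 9, 98955288 to 98958543) they were 354 in BPG-like and 84.1 in EPG-like cells, 33.8 in mesenchymal and 7.19 in erythroid cells. All these levels are pooled over the libraries. Of the 6172 EPG-like cells 3160 came from E14.5, and of the 3281 BPG-like cells 881 came from P5. The Foxl2 gap between the pregranulosa classes therefore mixes pathway with age. In mesenchymal cells Nr2f2 (ENSMUSG00000030551, chromosome 7, 70351944 to 70366735) was at 375 CPM and Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) at 764, against 39.5 for Nr2f2 in BPG-like and 10.5 for Col1a1 in EPG-like cells. Endothelial cells had Cldn5 (ENSMUSG00000041378, chromosome 16, 18776847 to 18778262) at 752 CPM and erythroid cells Car2 (ENSMUSG00000027562, chromosome 3, 14886273 to 14900770) at 2557, while mesenchymal cells had 0.858 and 8.96. Immune cells had Lcn2 (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252) at 2841 and Cx3cr1 (ENSMUSG00000052336, chromosome 9, 119901616 to 120069879) at 330.3, against 2.41 and 0.343 in mesenchymal cells.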

The cell groups were partially validated for selected germline, epithelial, PG, and mesenchymal clusters by staining developing ovaries with cluster markers (*SI Appendix*, Fig. S1). Costaining for Nr2f2, Foxl2, and Ddx4 confirmed that Nr2f2-expressing cells and Foxl2-expressing cells are mutually exclusive both in E12.5 and E18.5 ovaries (23). At E12.5, Foxl2 expression is detected in some somatic cells adjacent to germ cells, consistent with previous observations (16). The next step was to carry out a higher resolution analysis of the germline and somatic cells that participate in follicle formation.

### Fine Scale Analysis of the Germ Cell Meiotic Transcriptome.

We investigated the genetic program of germ cell development by reperforming tSNE analysis using only the germ cell clusters. Early stage germ cells (E11.5, E12.5, E14.5), which are completing mitotic divisions and just entering meiosis, map on the left and upper side of the tSNE plot whereas later stage germ cells (E16.5, E18.5, P1, and P5), which are traversing meiotic prophase and arresting as dictyate oocytes, localize in groups spaced largely in temporal order on the right and below (Fig. 2*A*). The only exceptions are small clusters of germ cells from each time point after E12.5 that scatter in the center, candidates for germ cells undergoing organelle transfer and programmed cell death. 

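Germ cells were 0.460% (0.326 to 0.631%) of the E11.5 library (38 of 8256 cells), 8.54% (7.76 to 9.38%) at E12.5 and 27.9% (27.1 to 28.7%) at E14.5, where they numbered 3085 of 11060 cells. Their share was 21.5% (20.7 to 22.3%) at E16.5, 13.5% (12.47 to 14.7%) at E18.5, 5.75% (5.18 to 6.37%) at P1 and 1.496% (1.21 to 1.83%) at P5 (92 of 6150 cells). These shares include germ clusters that were given no stage, which held 65.2% of the germ cells at E16.5, 1076 of them in a low-UMI cluster led by haemoglobin genes and others in clusters led by somatic genes. With such clusters not counted as germ cells, an alternative chosen after results had been seen, the share was 20.7% at E14.5, 7.48% at E16.5, 8.91% at E18.5 and 3.12% at P1. Without the doublets called by Scrublet, and with the cells clustered and named again, the E14.5 share was 21.4% and the E16.5 share 8.70%. Called doublets were 3.54% and 4.05% of the cells of those libraries, too few to give either fall alone.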

Although we analyzed between 4,100 and 11,400 cells per time point, the fraction of germ cells in the temporal groups meets expectation, with the most germ cells at E14.5, when mitotic proliferation has just finished. Thereafter, germ cell numbers fall as cysts break down, and ∼80% eventually turn over (7).

**Fig. 2.**
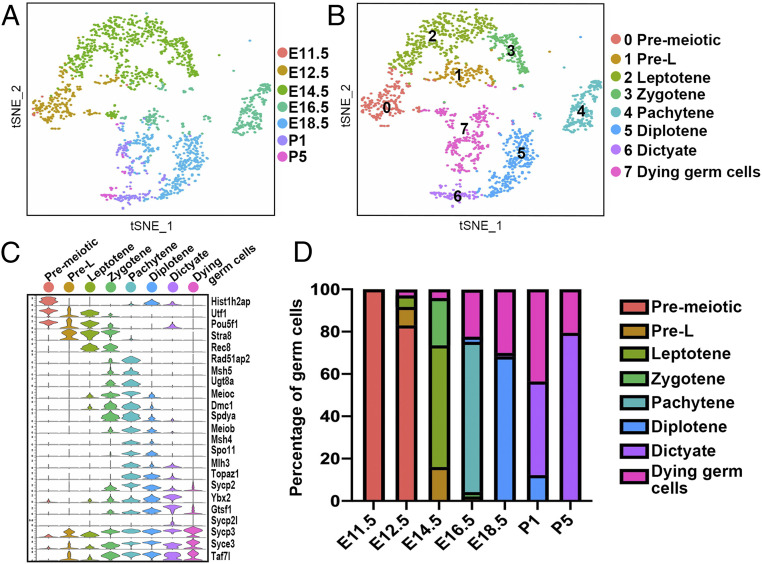
Dynamic gene expression patterns of mouse female germ cells. (*A*) Two-dimensional (2D) visualization of clusters from all germ cells using tSNE. Cells are colored by developmental stage from E11.5 to P5. (*B*) Two-dimensional visualization of integrated germ cell clusters using tSNE. Cells are colored by eight inferred developmental stages (see key for stage names). (*C*) Multiviolin plot of selected meiosis-related gene expression during the eight developmental stages. *y* axis scale: same as Fig. 1*D*. (*D*) Cell distribution among the eight stages at each time point.

The germ population was computationally subdivided into eight transcriptionally distinct clusters whose expression patterns were found to match the temporal meiotic gene expression program (Fig. 2 *B* and *C* and Dataset S1). 

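The 6803 germ cells were clustered again by themselves, and their 13 clusters were named as meiotic stages from markers taken mostly from Dataset S3, without the genes reported here. These markers were chosen in the study on the same cells, so the stages are not independent of the paper's own clusters. The rules gave 760 premeiotic-like, 1117 preleptotene-like, 601 zygotene-like, 783 pachytene-like, 372 diplotene-like and 210 dictyate-like cells, and 237 cells like the dying or nurse cells of the paper. Stage and library largely coincide. E14.5 gave 1114 of the preleptotene-like and 595 of the zygotene-like cells, E16.5 all 783 pachytene-like and E18.5 326 of the diplotene-like cells. Differences in level between stages of different libraries are therefore also differences between single libraries. No cluster was named leptotene-like, and 2723 cells (40.0%) stayed unnamed because of few UMIs, leading haemoglobin or somatic genes, or markers of several stages.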

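Utf1 (ENSMUSG00000047751, chromosome 7, 139943789 to 139945112) was at 411 (401 to 421) CPM in premeiotic-like cells and fell through 141 (135 to 147) in preleptotene-like and 29.3 (25.2 to 33.9) in zygotene-like cells to 0.117 (0.00296 to 0.651) in dictyate-like cells. Pou5f1 (ENSMUSG00000024406, chromosome 17, 35506018 to 35510772) fell from 422 in premeiotic-like to 218 in preleptotene-like and 5.41 in diplotene-like cells, and was at 94.1 (87.7 to 101) in dictyate-like cells. Hist1h2ap (ENSMUSG00000094777, chromosome 13, 21833026 to 21833507) was at 447 (437 to 458) in premeiotic-like cells and 3.89 (2.99 to 4.98) in preleptotene-like cells, and 150.2 in diplotene-like cells. Utf1 was detected in 96.4% of premeiotic-like cells and 24.0% of zygotene-like cells at median depths of 20124 and 10285 UMIs, and in 52.1% and 5.35% after thinning.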

Premeiotic germ cells (cluster 0) express early germ cell markers (such as Utf1 and Pou5f1) and the mitotic marker (Hist1h2ap) (57). Preleptotene (Pre-L) cells (cluster 1) turn on the RA signaling pathway induced transcriptional regulator Stra8 (58). 

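The levels of Stra8 (ENSMUSG00000029848, chromosome 6, 34920163 to 34939344) were 163 (157 to 169) CPM in premeiotic-like, 1480.2 (1461 to 1499) in preleptotene-like and 2092 (2056 to 2129) in zygotene-like cells. They were 41.4 (38.7 to 44.3) in pachytene-like and 0.801 (0.218 to 2.05) in diplotene-like cells. With 30 principal components the preleptotene-like level was 855, the largest move among the alternatives, and with cell-cycle genes kept in the clustering no cluster was named preleptotene-like.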

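Rec8 (ENSMUSG00000002324, chromosome 14, 55618037 to 55625395) rose from 40.5 (37.4 to 43.7) CPM in premeiotic-like to 199.8 (193 to 207) in preleptotene-like cells. It was at 153 (143 to 163) in zygotene-like and 2.90 (2.21 to 3.73) in pachytene-like cells.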

Leptotene cells (cluster 2) turn on Stra8 targets, such the cohesin subunit Rec8 supporting meiotic DNA replication (59). 

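Meioc (ENSMUSG00000051455, chromosome 11, 102663716 to 102682237) rose from 5.99 (4.86 to 7.31) CPM in premeiotic-like cells to 88.7 (84.2 to 93.4) in preleptotene-like, 175 (165 to 186) in zygotene-like and 469 (459.8 to 479) in pachytene-like cells, then was 58.3 (51.8 to 65.4) in diplotene-like cells.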

Meioc is also induced to extend meiotic prophase and prevent premature cell cycle arrest (37, 60). 

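The level of Sycp3 (ENSMUSG00000020059, chromosome 10, 88459569 to 88473236) was 60.6 (56.9 to 64.5) CPM in premeiotic-like, 296 (288 to 304) in preleptotene-like and 1203 (1176 to 1231) in zygotene-like cells. It was 1672 (1654 to 1689.6) in pachytene-like and 1654 (1627 to 1682) in dictyate-like cells.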

Leptotene cells up-regulate synaptonemal complex components, such as Sycp3, as homolog pairing progresses. 

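From preleptotene-like through zygotene-like and pachytene-like to diplotene-like cells, Sycp2 (ENSMUSG00000060445, chromosome 2, 178345293 to 178407685) was at 17.1, 97.9, 636 and 191 CPM and Syce3 (ENSMUSG00000078938, chromosome 15, 89390174 to 89410503) at 79.0, 251, 696 and 1066. In the same order, Spo11 (ENSMUSG00000005883, chromosome 2, 172977700 to 172993576) was at 9.64, 27.6, 125 and 82.1, Meiob (ENSMUSG00000024155, chromosome 17, 24804289 to 24839788) at 4.76, 43.6, 148 and 64.7 and Rad51ap2 (ENSMUSG00000086022, chromosome 12, 11456079 to 11462928) at 2.47, 43.3, 223 and 21.6. The intervals of the zygotene-like level were 23.6 to 32.0 for Spo11, 38.5 to 49.1 for Meiob and 38.2 to 48.8 for Rad51ap2, each above the preleptotene-like interval.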

Zygotene cells (cluster 3) express additional synaptonemal complex genes, including Sycp2 and Syce3, complete homolog alignment, and begin to up-regulate Spo11, Meiob, and Rad51ap2, which are required for meiotic recombination (61–63). In pachytene (cluster 4), high expression of these and other genes initiates double-stranded DNA (dsDNA) breaks, which utilize recombination and repair proteins, such as Msh4, Mlh3, and Ybx2, to further process and repair them into crossovers (64–66). 

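Msh4 (ENSMUSG00000005493, chromosome 3, 153857149 to 153906138) rose from 12.3 (9.71 to 15.4) CPM in zygotene-like to 48.3 (45.4 to 51.4) in pachytene-like cells, and Mlh3 (ENSMUSG00000021245, chromosome 12, 85234520 to 85270599) from 5.19 (3.55 to 7.32) to 79.4 (75.6 to 83.3). Ybx2 (ENSMUSG00000018554, chromosome 11, 69935796 to 69941605) rose from 52.4 (46.8 to 58.4) in zygotene-like to 70.8 (67.2 to 74.5) in pachytene-like cells and on to 141 in diplotene-like and 336 in dictyate-like cells. Zygotene-like cells came almost all from E14.5 and pachytene-like cells all from E16.5, so stage and library cannot be told apart here.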

Germ cells progress to diplotene (cluster 5) as they disassemble the synaptonemal complex, and wave 2 oocytes eventually arrest cycling and enter the dictyate state (cluster 6) found in primordial follicles. 

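Sycp2l (ENSMUSG00000038651, chromosome 13, 41114307 to 41174351) had 79 UMIs in dictyate-like cells, a level of 9.23 CPM (7.31 to 11.5), and none in diplotene-like cells, where a count of 0 allows up to 0.601. It was found in 29.5% of dictyate-like cells at a median depth of 37369.5 UMIs and in none of the 372 diplotene-like cells at 13320 UMIs. After thinning, 2.42% of dictyate-like cells had a UMI. The 3 UMIs of the low-UMI dying or nurse-like cells gave a level of 7.82 (1.61 to 22.9).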

Dictyate follicles specifically express Sycp2l, which regulates the survival of primordial oocytes (67). A minority of cluster 6 cells correspond to wave 1 oocytes, which do not arrest but begin to develop as primary follicles. Overall, we profiled more than 2,500 genes whose expression varies substantially across the six meiotic substages (*SI Appendix*, Fig. S2 and Datasets S1 and S3).

The proportion of germ cells in each meiotic cluster varied largely as expected at each developmental time point (Fig. 2*D*). 

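At E12.5, 325 of 402 germ cells were premeiotic-like, a share of 80.8% (76.7 to 84.6%), and 0.498% (0.0603 to 1.79%) were preleptotene-like. The share of E12.5 germ cells left unnamed was 15.2%. The premeiotic-like share was 95.3% without the unnamed cells and 67.7% at resolution 1.2, its largest changes. At E11.5, 37 of 38 germ cells were premeiotic-like.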

Most germ cells (83.0%) at E12.5 were classified as premeiotic. 

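Of 3085 germ cells at E14.5, 12.9% (11.7 to 14.1%) were premeiotic-like, 36.1% (34.4 to 37.8%) preleptotene-like and 19.3% (17.9 to 20.7%) zygotene-like. A further 25.6% (24.1 to 27.2%) stayed unnamed, and 6.06% (5.25 to 6.96%) fell in the low-UMI cluster. The preleptotene-like share ranged from 0% with cell-cycle genes kept to 58.2% with doublets removed.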

E14.5 germ cells were heterogeneous in stage (preleptotene, 16.1%; leptotene, 57.5%; and zygotene, 22.4%), reflecting differences in the time when PGC cells arrive at the gonad, as well as the anterior–posterior gradient of differentiation (37, 68). 

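Pachytene-like cells were 33.8% (31.9 to 35.7%) of the 2318 germ cells at E16.5, and 65.2% (63.2 to 67.2%) of the germ cells of that library stayed unnamed, 1076 of them in a cluster with few UMIs. Without the unnamed cells the pachytene-like share was 97.1%, and with doublets removed it was 86.8%. At E18.5, 62.6% (58.3 to 66.7%) of 521 germ cells were diplotene-like, 1.92% (0.924 to 3.50%) were dictyate-like and 34.2% stayed unnamed. No cluster was named diplotene-like with at least 1000 genes and at most 10% mitochondrial UMIs, or with doublets removed.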

Most E16.5 cells were in pachytene (45) and had transitioned to diplotene by E18.5 (69). 

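A germ cell cluster of 237 cells had a median of 1165 UMIs, 0.183 of the median of the libraries its cells came from. It held 3.48% (1.92 to 5.77%) of the germ cells at E12.5 (14 cells), 6.06% (5.25 to 6.96%) at E14.5 (187 cells), 0.518% (0.268 to 0.903%) at E16.5 (12 cells), 1.34% (0.542 to 2.75%) at E18.5 (7 cells), 2.59% (1.19 to 4.87%) at P1 (9 cells) and 8.70% (3.83 to 16.4%) at P5 (8 cells). Another cluster of 1082 cells, 1076 of them from E16.5, had a median of 958.5 UMIs and stayed unnamed. No germ cell marker led it, but leading genes were ranked against the other germ clusters, where markers common to germ cells can hardly lead. Its E16.5 cells had germ markers at 1832 CPM, against 30.7 in mesenchymal and 5917 in pachytene-like cells of that library. Germ cells with few UMIs are therefore not excluded.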

Interestingly, during E16.5 to P1, a variable but significant proportion of germ cells coclustered, displayed reduced unique molecular identifier (UMI) counts per cell, and were scored as nurse/dying cells (cluster 7). Because experiments are needed to understand how interconnected cyst cells fractionate at these stages, a detailed analysis of cluster 7 cells will be presented elsewhere. By P1, most oocytes are arrested at dictyate, but they continue to increase significantly in UMI counts through P5.

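Dictyate-like cells were 39.5% (34.3 to 44.8%) of 347 germ cells at P1 and 68.5% (58.0 to 77.8%) of 92 at P5, while 12.1% (8.86 to 16.0%) were diplotene-like at P1. The unnamed share was 45.8% at P1 and 22.8% at P5, and without the unnamed cells the dictyate-like share was 72.9% and 88.7%. When germ clusters were named without the rules on haemoglobin and somatic genes, the dictyate-like share at P1 was 78.7%. The median UMIs per dictyate-like cell were 28771 at E18.5 (10 cells), 33793 at P1 (137 cells) and 60590 at P5 (63 cells). From germline gene expression, the paper concludes that the same meiotic stages were found over the several ages. It does so despite differences in when progenitors reach the gonad and in development along the anterior-posterior axis of the ovary.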

Immunofluorescence staining using Pou5f1 and Sycp3 antibodies in the early fetal ovaries validated the known spatial asynchrony of meiotic progression (*SI Appendix*, Fig. S1*C*). As expected, at E12.5, when the female germ cells undergo rapid division and form germline cysts, all germ cells exhibited strong staining with Pou5f1 but no staining with Sycp3. By E13.5, germ cells in the anterior region have begun to express Sycp3 while the germ cells at the posterior continue to show high Pou5f1 staining. It should be noted that germ cells located at the anterior surface still express Pou5f1 but not Sycp3 (*SI Appendix*, Fig. S1*C*, arrowheads), indicating that there is also a temporal difference in meiotic timing between the cortex and deeper layers. At E14.5, the percentage of Sycp3^+^ germ cells increased to 60.7%. These inverse trends continued until Pou5f1 expression completely disappeared at E16.5 (*SI Appendix*, Fig. S1 *C* and *D*). Thus, our analysis of germline gene expression identified the same meiotic stages across the multiple time points, despite temporal variation in when progenitors arrive at the gonad and spatial variation in germ cell development along the anterior–posterior ovarian axis.

### The Undifferentiated Ovarian Surface Epithelium Surrounds Bipotential Precursors in the E11.5 Gonad.

We next investigated the somatic cells that interact with germ cells. Cells in just the ovarian epithelial and PG subgroups (Fig. 1*D*) were reanalyzed and displayed as before using tSNE. 

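The epithelial and supporting cells of the 7 libraries, clustered library by library, formed 47 clusters. The classes were epithelial (2090 cells), E11.5 supporting (186), BPG-like (3281), EPG-like (6172), Pax8-high (1969) and undecided (2732). Pathways were scored from genes taken mostly from Dataset S5, which the study chose on these cells, so the classes are not independent of the paper's clusters. A cluster whose score lay within 0.333 of the distance from the midpoint to the extreme scores stayed undecided, and these cells were 8.61% at E12.5, 0% at E14.5, 9.12% at E16.5, 14.1% at E18.5, 5.12% at P1 and 8.00% at P5 of the library. The 0 cells at E14.5 allow a share of up to 0.0271%. The Pax8-high clusters, set apart by Pax8 (ENSMUSG00000026976, chromosome 2, 24420560 to 24475599) and 8.07 to 14.0% of the pool from E12.5 on, were kept out of both pathways.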

Four epithelial subclusters, one bipotential subcluster, and 12 PG subclusters were identified, which are shown by their time of development (Fig. 3*A*) or by cluster identity (Fig. 3*B*). The clusters will be referred to by cluster number (0 to 16) and, where possible, were also named by their deduced cellular state as described below. Cellular state was analyzed using previous knowledge, the expression status of genes relevant to BPG (Fig. 3*B*) and EPG cells, full transcriptomes (*SI Appendix*, Fig. S3 and Datasets S2 and S4) and by lineage tracing experiments. 

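At E11.5 the pool formed 4 clusters, of which 1 (98 cells) was epithelial, 2 (95 and 91 cells) were supporting and 1 (157 cells) was mesenchymal. An epithelial cluster was not found at E11.5 with 30 principal components, with cell-cycle genes or the named genes kept, with a pseudocount of 10 for leading genes, or among cells with at least 1000 genes and at most 10% mitochondrial UMIs. Y-linked transcripts were detected in 48.4% of the supporting cells of this library, and Xist in 47.3%.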

At E11.5, cells fell into only two categories: epithelial cells formed part of cluster 0 (Epithelial_0) while the PG precursors formed cluster 4 (Bipotential).

**Fig. 3.**
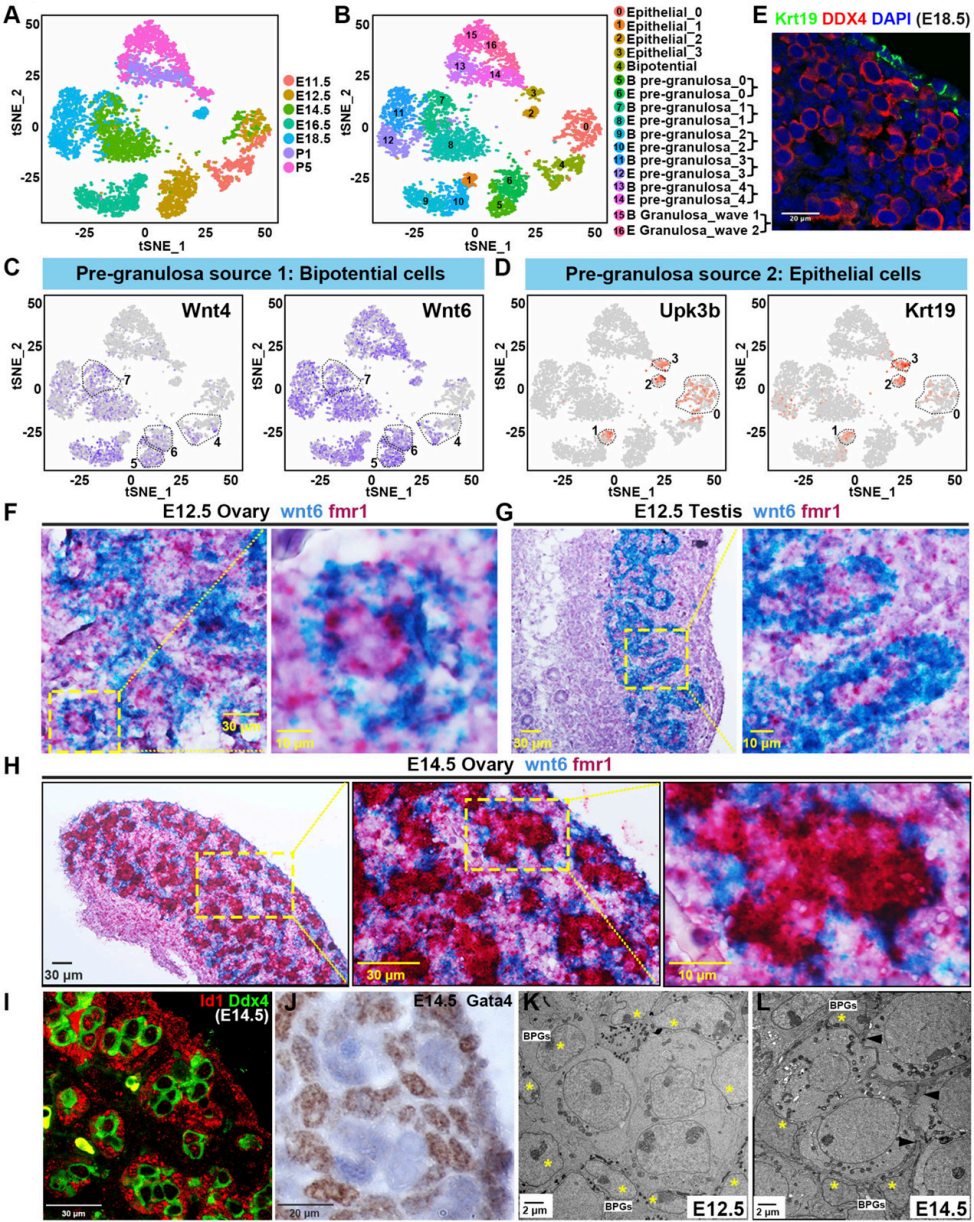
Identification and cellular localization of epithelial and PG cells. (*A*) A 2D visualization of clusters from “epithelial” and “pregranulosa” subgroup cells using tSNE. Cells are colored by embryonic time points from E11.5 to P5. (*B*) A 2D visualization of epithelial and PG cell clusters using tSNE colored by 17 identified cell groups. (*C*) Expression of Wnt4 and Wnt6 in PG cells; the color indicates level of expression. In *C* and *D*, dashed regions correspond to indicated cell clusters (*B*). (*D*) Expression of Upk3b and Krt19 of epithelial cells; the color indicates level of expression. (*E*) Cellular localization of Krt19 in E18.5 ovaries. Ovaries were stained for Krt19, and the germ cell marker DDX4 at E18.5 by immunofluorescence. (*F*–*H*) ISH analysis shows Wnt6 (blue) and Fmr1 (red) mRNA expression in the E12.5 ovary (*F*), E12.5 testis (*G*), and E14.5 ovary (*H*). Boxed regions are shown at higher magnification in the *Right*. (*I*) Cellular localization of Id1 in E14.5 ovaries. Ovaries were stained for Id1, and the germ cell marker DDX4 at E14.5 by immunofluorescence. (*J*) Cellular localization of Gata4 in E14.5 ovaries by immunohistochemistry. (*K*) Electron micrograph of E12.5 ovary showing part of a germline cyst (center) surrounded by BPG cells (yellow asterisks). (*L*) Electron micrograph of E14.5 ovary showing part of a germline cyst surrounded by BPG cells (yellow asterisks). Squamous membranes of BPG cells surrounding the germ cells are indicated by arrowheads. Scale bars are indicated.

Many cluster 4 cells were verified as bipotential precursors based on 1) their presence at E11.5 prior to the completion of sex determination, 2) their nonmitotic signature (low Mki67 and Hist1h2ap but high Cdkn1b [encoding a p27 cell cycle kinase inhibitor]), 3) their expression (Fig. 3*C*) of the signaling molecules Wnt4 and Wnt6 (on average 10× higher than other clusters) but not markers of an epithelial origin (Fig. 3*D*), and 4) high Kitl, Rspo1, and Runx1 (17) expression. 

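Supporting cells at E11.5 had 27.0 (14.9 to 54.4) times the Wnt4 level of epithelial cells at that age and 7.77 (7.06 to 8.54) times that of all other E11.5 cells. For Wnt6 the ratios were 31.7 (19.1 to 57.0) and 73.9 (66.2 to 82.6), and for Kitl 13.8 and 19.8. The Wnt6 ratio to epithelial cells moved most with mitochondrial genes left out of the variable genes, to 9.16. Over the 3 alternatives that gave a Wnt4 ratio to epithelial cells, it ran from 6.42 to 31.0. The ratios to epithelial cells were 48.6 (16.4 to 237) for Runx1 (ENSMUSG00000022952, chromosome 16, 92601466 to 92826149), 0.885 (0.697 to 1.13) for Rspo1 (ENSMUSG00000028871, chromosome 4, 124986430 to 125009099) and 0.223 (0.120 to 0.397) for Axin2 (ENSMUSG00000000142, chromosome 11, 108920349 to 108950783). Mki67 (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361) was at 13.0 (8.33 to 19.3) CPM in supporting cells, 0.218 (0.130 to 0.353) times the epithelial level, and Hist1h2ap at 37.4 (29.1 to 47.3), 0.170 (0.128 to 0.223) times. Cdkn1b (ENSMUSG00000003031, chromosome 6, 134920401 to 134925513) was at 69.9 (58.3 to 83.0), 5.85 (3.30 to 11.3) times the epithelial level. The epithelial genes Upk3b and Krt19 were at 0.0406 (0.0241 to 0.0646) and 0.201 (0.108 to 0.354) times the epithelial level. Foxl2 had 12 UMIs in supporting cells, 6.50 (3.36 to 11.4) CPM, and none in epithelial cells, where a count of 0 allows up to 2.76. The Rspo1 level was 2.39 (2.04 to 2.78) times that of all other E11.5 cells. From the age of these cells, their low cycling genes, their Wnt genes without epithelial markers and their high Kitl, Rspo1 and Runx1, the paper concludes that many are bipotential precursors.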

To investigate what cluster 4 cells give rise to after sex determination, we carried out whole mount double in situ hybridization (ISH) experiments on E12.5 ovaries using the cluster 4 marker Wnt6 messenger RNA (mRNA). In the E12.5 ovary, Wnt6-expressing cells were detected adjacent to germ cell nests (marked by Fmr1 expression) as expected for PG cells (Fig. 3*F*). Moreover, Wnt6-positive cells in the E12.5 testis encircled germ cells in developing cords, identifying them as Sertoli-like cells (Fig. 3*G*). Thus, Wnt6-positive E11.5 cluster 4 cells are likely to be bipotential precursors.

In contrast, cluster 0 cells likely correspond to the undifferentiated ovarian surface epithelium (OSE). Cluster 0 cells are found not only at E11.5, but also in ovaries from E12.5 and E14.5 (Fig. 3 *A* and *B*). 

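Epithelial cells numbered 98 at E11.5, 396 at E12.5, 507 at E14.5, 546 at E16.5, 138 at E18.5, 167 at P1 and 238 at P5. Upk3b in these cells was at 253 CPM at E11.5, 219 at E12.5 and 369 at E14.5, and Krt19 at 45.9, 58.2 and 168.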

Their presence at the ovarian surface is supported by strong ovarian surface labeling using anti-Krt19 antibodies (Fig. 3*E*), one of the epithelial marker genes they express (Fig. 3*D*). Unlike any of the granulosa clusters 4 to 16, cluster 0 cells also express high levels of Mki67 and other markers, suggesting they divide actively. In addition, cluster 0 cells highly express Lhx9 (1,380 mUMI per cell), a marker for undifferentiated ovarian cells (9). 

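The Mki67 level of epithelial cells was 59.7 (46.1 to 76.1) CPM at E11.5, 133 (124 to 143) at E12.5 and 24.9 (20.6 to 29.8) at E14.5. Over E12.5 to P5 the pathway classes ranged from 1.81 in BPG-like cells at E14.5 to 44.3 in BPG-like cells at P5. At E12.5 a Mki67 UMI was found in 46.2% of epithelial cells and 7.93% of EPG-like cells, at median depths of 14402 and 12973 UMIs, or 17.7% and 2.45% after thinning.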

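The mUMI values of Datasets S1 and S2 lay within 10% of the mean over cells of 1000 times ln(1 + UMIs per 10000) in 22 of 24 groups (genes with mUMI over 200), and levels on that scale are given as ln levels. In epithelial cells Lhx9 (ENSMUSG00000019230, chromosome 1, 138825186 to 138848577) was at 737 (687 to 790.3) CPM at E11.5, 448 (431 to 465) at E12.5 and 392 (375 to 411) at E14.5. The ln levels at these ages were 1979.9, 1493 and 1427.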

The coclustering of these epithelial cells from multiple time points spanning E11.5 to E14.5 represents another indicator that their state of differentiation is not changing much as they divide and produce progeny during this period (Fig. 3*A*).

### Both BPG and EPG Cells Are Produced during Early Fetal Ovarian Development.

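In each of the 6 libraries from E12.5 to P5, supporting clusters were placed by the mean log2 level of 16 BPG markers minus that of 12 EPG markers. Because the scores are centred on their midpoint, a library whose scores spread far enough has a cluster on each side by construction. The distance from the midpoint to the extreme scores on the log2 scale was 0.44 at E12.5, 0.94 at E14.5, 1.87 at E16.5, 1.74 at E18.5, 1.62 at P1 and 1.08 at P5. The rule was revised after the levels of Foxl2, Lgr5, Gng13, Akr1c14 and other genes in the clusters had been seen.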

Surprisingly, ovarian PG cells as arrayed by tSNE analysis contained paired PG clusters, one from the bipotential pathway and one from the epithelial pathway, at each developmental stage analyzed from E12.5 to P5 (Fig. 3*B*). At E12.5, these are clusters 5 and 6 (PG_0); at E14.5, clusters 7 and 8 (PG_1); at E16.5, clusters 9 and 10 (PG_2); at E18.5, clusters 11 and 12 (PG_3); at P1, clusters 13 and 14 (PG_4); and, at P5, granulosa cell clusters 15 and 16. 

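The BPG-like and EPG-like classes held 227 and 492 cells at E12.5, 743 and 3160 at E14.5, 774 and 924 at E16.5, 312 and 579 at E18.5, 344 and 603 at P1, and 881 and 414 at P5. At E12.5 a cluster of 405 cells with Fst and Foxl2 among its leading genes lay between the pathways and is in neither class.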

Previously, studies using Foxl2 as a PG cell marker suggested that PG cells up to about E14.5 were likely to be of bipotential origin whereas EPG cells destined for cortical follicles are produced by E14.5 (8, 23), or possibly at a low level by E13.5 (22).

Closer examination of gene expression compelled our interpretation. 

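At E12.5 the BPG-like level over the EPG-like level was 1.87 (1.74 to 2.01) for Wnt4, 1.51 (1.43 to 1.60) for Wnt6, 1.54 (1.37 to 1.72) for Rspo1, 1.48 (1.39 to 1.58) for Kitl and 1.97 (1.76 to 2.20) for Runx1.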

E12.5 cluster 5 cells highly express genes characteristic of bipotential cells (Wnt4, Wnt6, Rspo1, Kitl, Runx1) and were derived from the E11.5 bipotential cells described above; hence, they are designated as bipotentially generated PG cells (BPG cells). Cluster 6 cells express much lower levels of bipotential cell genes, and we propose that they are recently generated by division of progenitors in the surface epithelium. 

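Across the 6 libraries, the mean log2 ratio of BPG-like over EPG-like cells was -0.09 (SD 0.520) for Wnt4, -0.14 (SD 0.468) for Wnt6, -0.47 (SD 0.837) for Rspo1, 0.47 (SD 0.461) for Kitl and 0.40 (SD 0.463) for Runx1. Without P5, the log2 fold change of Runx1 was 0.49 (adjusted p = 0.0219), and over the 6 fits that each left out 1 library the adjusted p ranged from 0.0219 to 0.424. Kitl and Runx1 were higher in BPG-like cells in 5 of the 6 libraries, Wnt4 and Wnt6 in 2 and Rspo1 in 1, and none had an adjusted p under 0.05 in the paired edgeR test over libraries. The E12.5 ratio of Wnt4 lay above the other 5 libraries. From the lower level of these genes in its E12.5 cluster 6, the paper proposes that EPG cells were recently generated by division in the surface epithelium.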

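At E12.5 the Lhx9 level was 295 (282 to 309) CPM in EPG-like and 229 (212 to 247) in BPG-like cells, with ln levels of 1194 and 986. Over all 6 libraries the edgeR log2 fold change was -2.10 (SE 0.314, adjusted p = 0.0111, higher in EPG-like cells in 6 of 6 libraries). Without E18.5, the log2 fold change of Lhx9 was -2.001 (adjusted p = 0.0699), and over the 6 fits that each left out 1 library the adjusted p ranged from 0.000701 to 0.0699.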

Lhx9 expression is high in cluster 6 (1,250 mUMI per cell), only a little lower than in their presumed epithelial progenitors in cluster 0, while expression in cluster 5 is lower (737 mUMI per cell). 

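At E12.5 Foxl2 was at 82.6 (72.6 to 93.6) CPM in BPG-like and 17.5 (14.4 to 21.1) in EPG-like cells, and the ln levels were 442 and 108. In the undecided cluster of that age Foxl2 was at 148 (136 to 160.0), and in epithelial cells at 2.04 (1.05 to 3.56).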

Most importantly, Foxl2 expression is only 102 mUMI per cell in cluster 6 compared to 617 mUMI per cell in cluster 5. Foxl2 is a key gene defining PG cells and was relied on in many previous studies, but we show below that Foxl2 is only expressed at high levels in BPG cells, but not in EPG cells until the time of birth (P1). Ingressing cells from the OSE were reported previously at E12.5 that give rise to both Lgr5^+^ and Lgr5^−^ cells (8, 15). Cluster 6 cells express only low average levels of Lgr5 (166 mUMI per cell) as do cluster 0 cells (89 mUMI per cell). However, these progenitors may make up only a small proportion of the OSE (16), and we show below that EPG cells can be lineage-labeled with Lgr5-cre as early as E13.5.

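At E12.5 Lgr5 (ENSMUSG00000020140, chromosome 10, 115450311 to 115587780) was at 22.9 (19.4 to 27.0) CPM in EPG-like and 23.2 (18.0 to 29.3) in BPG-like cells, with ln levels of 154 and 143. In epithelial cells it was at 1.84 (0.222 to 6.63) at E11.5, 15.6 (12.6 to 19.1) at E12.5 and 74.9 (67.4 to 83.1) at E14.5, with ln levels of 12.2, 110.1 and 410.3.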

### By E14.5, Mitotic Surface Epithelial Cells Give Rise to PG Cells Expressing Pathway Markers.

By E14.5, the PG cell subclusters from the two major pathways, cluster 7 and 8, become more distinct. 

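At E14.5 the BPG-like level over the EPG-like level was 0.431 (0.371 to 0.499) for Bmp2 (ENSMUSG00000027358, chromosome 2, 133552159 to 133562885), 0.454 (0.423 to 0.488) for Id1 (ENSMUSG00000042745, chromosome 2, 152736251 to 152737410) and 1.17 (1.06 to 1.28) for Gata4 (ENSMUSG00000021944, chromosome 14, 63198922 to 63271692). Among the bipotential genes it was 1.03 (0.978 to 1.09) for Wnt4, 1.16 (1.11 to 1.21) for Wnt6, 0.659 (0.597 to 0.725) for Rspo1, 0.952 (0.908 to 0.998) for Kitl and 1.23 (1.13 to 1.35) for Runx1. Over the 6 libraries, the edgeR log2 fold changes of Bmp2, Id1 and Gata4 were -1.82 (SE 0.574, adjusted p = 0.110, higher in EPG-like cells in 5 of 6 libraries), -0.56 (SE 0.259, adjusted p = 0.243, higher in EPG-like cells in 3 of 6 libraries) and 0.11 (SE 0.106, adjusted p = 0.601, higher in BPG-like cells in 4 of 6 libraries). Without E12.5 and P5 in turn, the log2 fold change of Bmp2 was -2.31 (adjusted p = 0.0323) and -2.12 (adjusted p = 0.0467), and over the 6 fits that each left out 1 library the adjusted p ranged from 0.0323 to 0.320.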

Cluster 7 resembles other BPG cells in expressing bipotential genes, as well as BMP2, Id1, and GATA4. Double ISH with Wnt6 and Fmr1 at E14.5 showed that cluster 7 cells remain tightly associated with germ cell cysts (Fig. 3*H*). Immunofluorescence studies showed that cells positive for Id1 tightly wrap germline cysts/nests in the E14.5 ovary (Fig. 3*I*). Staining E14.5 ovaries with anti-GATA4 antibodies gave an identical pattern (Fig. 3*J*). Thus, gene expression pattern and tissue location justify designating cluster 7 as BPG_1. EMs at E14.5 suggest many PG cells have taken on a squamous morphology by this time (compare Fig. 3 *K* and *L*). Compared to cluster 5, cluster 7 cells express Foxl2 in a larger fraction of cells (Fig. 4*A*), and cluster 7 cells expressed significantly higher levels of multiple other genes also expressed by other BPG cells, but not by PG cluster 8 (Fig. 4*B*). These included the ketogenic gene Hmgcs2 (70), the hydroxysteroid dehydrogenase gene Ark1c14 (71), and multiple others (Fig. 4*B*).

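A Foxl2 UMI was found in 48.0% (41.4 to 54.7%) of BPG-like cells at E12.5 and 47.2% (43.6 to 50.9%) at E14.5, where the median depth was 13257 and 5433 UMIs. Thinned to 2000 UMIs per cell, the shares were 12.3% and 21.1%. In EPG-like cells at E14.5 the share was 18.9% at a median of 6070.5 UMIs, or 7.88% after thinning. Over all ages, erythroid cells had a share of 3.92% at a median of 8217 UMIs, or 1.14% after thinning.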

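At E14.5 BPG-like cells had 5.52 (4.57 to 6.68) times the level of Akr1c14 (ENSMUSG00000033715, chromosome 13, 4049011 to 4090688) of EPG-like cells. The ratio was 2.95 (2.81 to 3.10) for Akr1cl (ENSMUSG00000025955, chromosome 1, 65012689 to 65032759), 6.61 (5.47 to 8.02) for Mgp (ENSMUSG00000030218, chromosome 6, 136872435 to 136875823) and 2.46 (2.18 to 2.78) for Col18a1 (ENSMUSG00000001435, chromosome 10, 77052178 to 77166548). Mgp was higher in BPG-like cells in 3 of 6 libraries and in EPG-like cells in the other 3, with a ratio of 0.131 (0.123 to 0.140) at P5, and Col18a1 was higher in BPG-like cells in all 6. Across libraries the log2 fold change of Akr1cl was 2.25 (SE 0.357, adjusted p = 0.0120, higher in BPG-like cells in 6 of 6 libraries). Without E16.5 and P1 in turn, the log2 fold change of Akr1cl was 2.10 (adjusted p = 0.0597) and 2.21 (adjusted p = 0.0545), and over the 6 fits that each left out 1 library the adjusted p ranged from 0.00780 to 0.0597.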

**Fig. 4.**
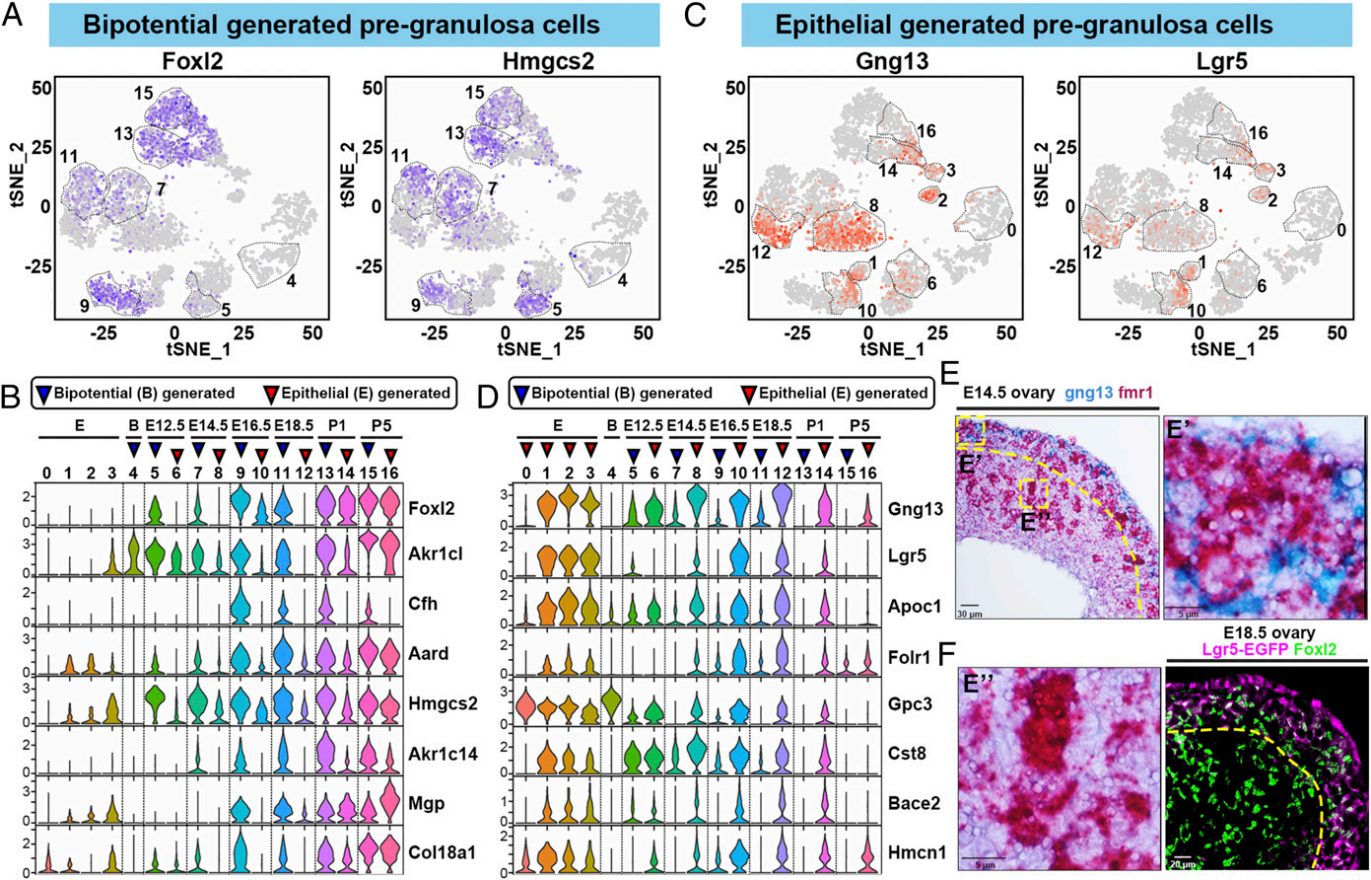
Distinct gene expression patterns of BPG and EPG cells. (*A*) Expression of Foxl2 and Hmgcs2 in epithelial and PG cell clusters; color intensity indicates level of expression. The thin dashed lines indicate bipotential and BPG clusters. (*B*) A multiviolin plot showing the relative expression of BPG marker genes (gene names at right) in cell clusters (numbers at top). Blue triangle: BP or BPG cluster; red triangle: EPG cluster. Epithelial clusters (E) and developmental times are also indicated. (*C*) Expression of Gng13 and Lgr5 in epithelial and PG cell clusters; color intensity indicates level of expression. The thin dashed lines indicate epithelial and EPG clusters. (*D*) A multiviolin plot showing the relative expression of EPG marker genes (gene names at right). The blue and red triangles indicate bipotential (B), epithelial (E), BPG, and EPG clusters. Developmental times are also indicated. (*E*) ISH of Gng13 (blue) and Fmr1 (red) mRNA in the E14.5 ovary. Gng13-expressing PG cells are observed in a cortical region (*E*′) but are absent from a medullar region (*E*″). (*F*) Cellular localization of Lgr5-GFP and Foxl2 in E18.5 ovaries by immunofluorescence. Curved dashed lines in *E* and *F* show the boundary of the cortical and medullar regions.

The second major population of E14.5 PG cells, cluster 8, showed clear evidence of a recent epithelial origin distinct from BPG cells. Cluster 8 cells strongly express Gng13 (Fig. 4*C*), a gene known to be restricted to expression at the ovarian surface during sexual differentiation (72), while some contained high levels of Lgr5 (Fig. 4*C*), a marker of EPG cells (8, 21–23). Thus, cluster 8 cells appear to have arisen by division of undifferentiated epithelial cells, the only source of dividing cells in the surface epithelium, followed by invasion into the ovarian cortex. 

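At E14.5 Gng13 (ENSMUSG00000025739, chromosome 17, 25717171 to 25719406) was at 1571 (1554 to 1589) CPM in EPG-like, 219 (205 to 233) in BPG-like and 792 (767 to 817) in epithelial cells. Lgr5 was at 90.5 (86.3 to 94.8) in EPG-like and 41.2 (35.4 to 47.6) in BPG-like cells. A Lgr5 UMI was found in 36.0% of EPG-like and 19.2% of BPG-like cells at median depths of 6070.5 and 5433 UMIs, or 16.5% and 7.45% after thinning.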

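EPG-like cells were 81.0% (79.7 to 82.2%) of the BPG-like and EPG-like cells at E14.5. Their share was 68.4% (64.9 to 71.8%) at E12.5, 54.4% (52.0 to 56.8%) at E16.5, 65.0% (61.7 to 68.1%) at E18.5, 63.7% (60.5 to 66.7%) at P1 and 32.0% (29.4 to 34.6%) at P5, so that they outnumbered BPG-like cells in 5 of 6 libraries. The E14.5 share moved most, to 54.3%, when each cell was placed by the sign of its own pathway score. At 3 of these ages EPG-like cells were the smaller class in some alternatives. Their lowest shares were 25.1% at P1 with at least 1000 genes and at most 10% mitochondrial UMIs and 38.7% at E12.5 at resolution 1.2. At E16.5 the lowest was 44.0%, with Pax8-high clusters placed by their pathway score, an alternative chosen after results had been seen.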

E14.5 was the only time when the EPG pregranulosa cluster (cluster 8) contained more cells than the cotemporal BPG cluster (1,419 compared to 646 cells).

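At E14.5 EPG-like cells had 2.66 (2.39 to 2.96) times the BPG-like level of Apoc1 (ENSMUSG00000040564, chromosome 7, 19689481 to 19692660), 1.79 (1.53 to 2.11) times that of Folr1 (ENSMUSG00000001827, chromosome 7, 101858331 to 101870788) and 1.73 (1.63 to 1.83) times that of Cst8 (ENSMUSG00000027442, chromosome 2, 148798785 to 148805595). The ratio was 1.98 (1.67 to 2.38) for Bace2 (ENSMUSG00000040605, chromosome 16, 97356742 to 97442936) and 2.72 (2.27 to 3.28) for Hmcn1 (ENSMUSG00000066842, chromosome 1, 150562524 to 150993435).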

Comparing the transcriptomes of clusters 7 and 8 revealed several other genes that are expressed differentially in cluster 8 (Fig. 4*D*). To show that cluster 8 cells correspond to ingressing PG cells, we carried out double ISH at E14.5 with Gng13, which is expressed on average at 2,500 mUMI per cell in cluster 8, compared to 585 mUMI per cell in cluster 7. 

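The ln level of Gng13 at E14.5 was 2360.4 in EPG-like and 621 in BPG-like cells. Over the 6 libraries the mean log2 ratio of BPG-like over EPG-like cells was -4.10 (SD 1.77), below 0 in all 6, with an exact two-sided sign-flip p = 0.03125, the smallest that 6 libraries allow. The log2 fold change from edgeR was -4.12 (SE 0.570, adjusted p = 0.00775, higher in EPG-like cells in 6 of 6 libraries). Without E18.5, the log2 fold change of Gng13 was -3.86 (adjusted p = 0.0515), and over the 6 fits that each left out 1 library the adjusted p ranged from 0.000641 to 0.0515.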

Fmr1 was used to label germ cells. Somatic cells positive for Gng13 were readily observed surrounding germ cells (Fig. 4 *E* and *E'*). However, those germ cells with a Gng13-positive cell layer were located mostly in the outer region of the ovarian cortex (Fig. 4*E*). Germ cells located in the medulla lacked somatic cells expressing Gng13 at E14.5 (Fig. 4 *E* and *E''*). These data suggest that the cortical Gng13^+^ PG cells represent surface epithelium-derived cells that have migrated inward and surrounded cysts within the outer ovarian cortex, but few if any of these cells have reached the inner cortex or medulla region. The same distribution was reported for Lgr5-expressing cells at E14.5 (23).

### Identification of BPG and EPG Cells in Ovaries from E16.5 to P1.

At E16.5 and after, the nondividing PG cell clusters defined by scRNAseq in Fig. 3*B* continued their orderly progression, with cluster 9 representing BPG cells and cluster 10 representing EPG cells based on gene expression, as before. This suggested that the EPG and BPG pathways of PG cell production evident by E14.5 simply continue their programs of development for the remainder of follicle progression up to P5 when primordial follicles are largely complete. One difference at E16.5 was that the epithelial cells were no longer classed with cluster 0. They had begun to differentiate as indicated by a new location next to E16.5 EPG cells in cluster 1 (Fig. 3*D* and *SI Appendix*, Fig. S3). Cluster 1 remained small in size, and mitotic activity as measured by Mki67 levels declined sharply from 809 mUMI per cell in cluster 0 to 69 mUMI per cell at E16.5 (cluster 1) and 15 mUMI per cell at E18.5 (cluster 2). 

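Epithelial cells had Mki67 at 159 (151 to 167) CPM at E16.5 and 12.46 (7.26 to 20.0) at E18.5, with ln levels of 258 and 41.7. The E12.5 level was 0.840 times the E16.5 level in CPM and 2.11 times on the ln scale, while the E14.5 level, with an ln level of 119, was below that at E16.5 on both scales. At E16.5 these cells formed a cluster of 505 cells at 18.3 (15.5 to 21.5) CPM and a cluster of 41 cells at 1242 (1176 to 1312), so that the rise from E14.5 rests on the smaller cluster and the larger, with an ln level of 87.2, was below E14.5 on both scales.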

A spike in activity to 95 mUMI per cell was seen at P1 before falling again at P5. These changes suggest that differentiating epithelial surface cells strongly reduce their mitotic activity and significantly curtail new PG cell production by E16.5.

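At P1 and P5 Mki67 in epithelial cells was at 69.1 (58.9 to 80.6) and 83.2 (74.1 to 93.1) CPM, or ln levels of 256 and 288. From the fall in Mki67 after E14.5 the paper proposes that epithelial cells reduce their divisions and curtail new pregranulosa cell production by E16.5.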

The presence of a BPG cluster paired with an EPG cluster continued at E18.5 (clusters 11 and 12) and P1 (clusters 13 and 14), respectively. 

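UMIs were summed over the BPG-like and over the EPG-like cells of each library from E12.5 to P5, and the 6 pairs were compared with edgeR with the library as a block. Of 4532 genes that had not formed the clusters, 165 had an adjusted p under 0.05 (83 higher in BPG-like and 82 in EPG-like cells), and 973 had an unadjusted p under 0.05. Of the 165, 138 had the same direction in all 6 libraries. When the class labels were swapped within libraries, 1 of the 32 splits, the real one, gave as many called genes (an exact share of 0.03125), although the classes were themselves formed from these cells. With the library block left out 2 genes were called, and without E14.5, E16.5, E18.5 or P1 the count fell to 74, 18, 19 and 33. It rose to 425 without E12.5 and to 406 without P5. Of 45 genes named in the text or labelled in Fig. 4 that were tested, 21 had an adjusted p under 0.05 over all genes tested and 28 when adjusted over the list alone. The study chose these genes on the same libraries, so the list is not independent evidence.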

Gene expression analyses comparing differential gene expression during PG cell differentiation found many similarities between the pathways, but also a significant number of differentially expressed genes at each time point (*SI Appendix*, Figs. S3 and S4 and Dataset S2). 

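The BPG-like over EPG-like ratio of Foxl2 was 4.71 (3.75 to 5.96) at E12.5, 3.24 (2.90 to 3.62) at E14.5, 7.24 (6.76 to 7.77) at E16.5, 6.09 (5.21 to 7.15) at E18.5, 1.59 (1.47 to 1.73) at P1 and 1.17 (1.10 to 1.26) at P5. On the ln scale it was 4.11, 2.78, 4.13, 4.53, 1.47 and 1.18 in the same order. The Foxl2 level of EPG-like cells was 73.3 CPM at E16.5, 50.1 at E18.5, 244 at P1 and 323 at P5. The mean log2 ratio was 1.72 (SD 1.06), above 0 in all 6 libraries, with an exact two-sided sign-flip p = 0.03125, and the edgeR log2 fold change was 1.65 (SE 0.317, adjusted p = 0.0283, higher in BPG-like cells in 6 of 6 libraries). Without E14.5, E16.5 and E18.5 in turn, the log2 fold change of Foxl2 was 1.66 (adjusted p = 0.0630), 1.39 (adjusted p = 0.116) and 1.47 (adjusted p = 0.118), and over the 6 fits that each left out 1 library the adjusted p ranged from 0.00581 to 0.118. Against the order of the 6 ages (their rank, not days) the log2 ratio had r = -0.671 (two-sided permutation p = 0.161) and rho = -0.543 (two-sided permutation p = 0.297) over 6 libraries, and r = -0.433 without the 2 farthest libraries.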

Foxl2 expression was 2.7 times higher in the BPG cluster compared to the EPG at E14.5, 2.56 times higher at E16.5, but only 1.25 times higher at P1 and 1.06 times at P5 due to increased Foxl2 expression in EPG cells at P1. In contrast, throughout all stages of differentiation, Lgr5 is preferentially expressed in EPG cells. 

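The mean log2 ratio of Lgr5 in BPG-like over EPG-like cells was -3.52 (SD 2.33), below 0 in 5 of 6 libraries, with an exact two-sided sign-flip p = 0.0625. The edgeR log2 fold change was -3.35 (SE 0.709, adjusted p = 0.0347, higher in EPG-like cells in 5 of 6 libraries). Without E16.5, E18.5 and P1 in turn, the log2 fold change of Lgr5 was -2.82 (adjusted p = 0.152), -3.09 (adjusted p = 0.144) and -3.16 (adjusted p = 0.123), and over the 6 fits that each left out 1 library the adjusted p ranged from 0.00738 to 0.152. It was -2.97 (adjusted p = 0.0539) with at least 1000 genes and at most 10% mitochondrial UMIs and -3.07 (adjusted p = 0.0587) with 30 principal components.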

Lgr5 levels are 2.88 times higher in EPG cells compared to BPG cells at E14.5, 8.0 times higher at E16.5, 7.69 times higher at E18.5, and more than 15 times higher at P1 and P5. 

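The Lgr5 level of EPG-like cells over that of BPG-like cells was 0.990 (0.738 to 1.34) at E12.5, 2.20 (1.89 to 2.57) at E14.5, 40.9 (31.9 to 53.2) at E16.5, 27.1 (17.2 to 45.2) at E18.5, 29.7 (16.0 to 62.4) at P1 and 35.5 (21.0 to 64.5) at P5. On the ln scale the ratio was 1.07, 1.98, 27.2, 22.0, 20.0 and 33.0 in the same order. From these genes and the wider comparison of the pathways, the paper concludes that BPG and EPG cells share many expressed genes and differ in others at each time point.

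**Figure D1:**
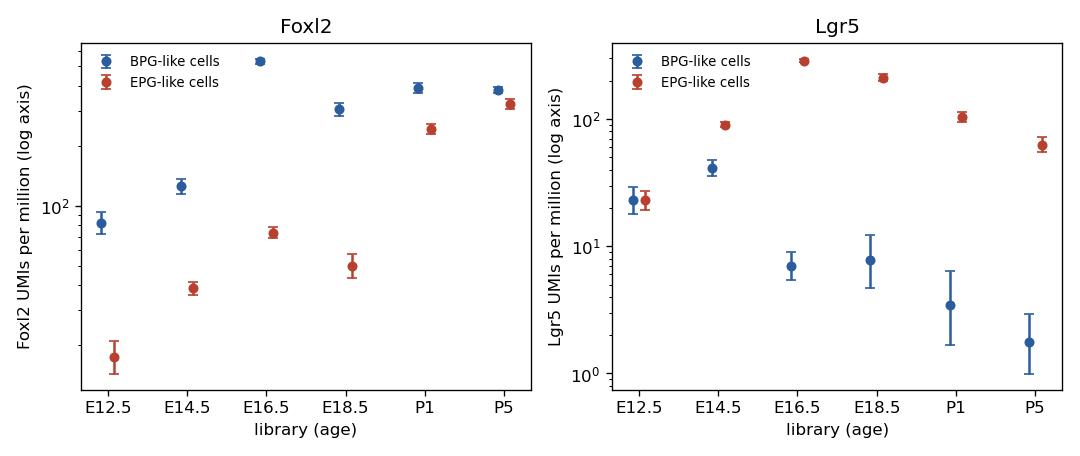
Foxl2 and Lgr5 in CPM (log axis) in BPG-like and EPG-like cells of each library, with 95% exact Poisson bars. Foxl2 in EPG-like cells was at 17.5 at E12.5 and 323 at P5, and Lgr5 in BPG-like cells at 23.2 and 1.77.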

Immunofluorescence staining at E18.5 of Lgr5-EGFP ovaries showed that Lgr5-positive PG cells were almost entirely cortical while Foxl2-labeled both medullar follicles and some cortical follicles (Fig. 4*F*). 

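No count of enriched genes is given for a single age, because each age has 1 library. Among genes called over all 6 libraries with 1 direction in each, the largest log2 fold changes toward BPG-like cells were Nr5a2 (4.64, adjusted p = 0.00202), Akr1c14 (3.43, adjusted p = 0.00770), Hist3h2ba (2.39, adjusted p = 0.00571), Akr1cl (2.25, adjusted p = 0.0120) and Ldlrad4 (2.25, adjusted p = 0.0441). Beside Gng13, the largest toward EPG-like cells were Gm31251 (-3.30, adjusted p = 0.0272), Mpzl2 (-3.12, adjusted p = 0.0117), Hmcn1 (-2.70, adjusted p = 0.00202) and Rbfox1 (-2.69, adjusted p = 0.00202). Of the 9 genes labelled in Fig. 4 and named nowhere in the text, 2 were higher in BPG-like and 3 in EPG-like cells in all 6 libraries.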

Overall, the BPG and EPG pathways expressed 1,700 to 2,300 distinctive genes, 1,400 to 1,800 of which were common, with about 100 to 250 genes being significantly enriched in one pathway or the other at any given time (*SI Appendix*, Fig. S4 and Datasets S2 and S5).

### Lineage Tracing Shows that BPG Cells Are Largely Displaced from the Cortex by Invading EPG Cells.

The two pathways were investigated further using lineage marking. To mark bipotential cells as early as possible, we used the Wnt-responsive gene Axin2 (which is expressed in bipotential cells at E11.5). Axin2^CreERT2/+^ mice were crossed to Rosa26-YFP reporter mice, and pregnant females received tamoxifen (Tmx) at E10.5. Ovaries were analyzed at E12.5, E15.5, E19.5, and P21 (Fig. 5*A*). The fact that cells labeled in this manner only contributed to wave 1 follicles confirmed that only bipotential cells had been labeled. At E12.5, BPG cells were extensively labeled in both the cortex and medulla of the ovary where they contact virtually all germ cell cysts at a similar density (Fig. 5*B*). To aid visualization, the approximate boundary between the cortical and medullary regions (parallel to the ovarian surface) in the sections are indicated by a dashed line since this can be judged best in the context of low magnification. While it is not possible to precisely distinguish a boundary between these zones, especially in young ovaries, the conclusions of our experiment do not depend on the exact placement of this boundary beneath the surface.

**Fig. 5.**
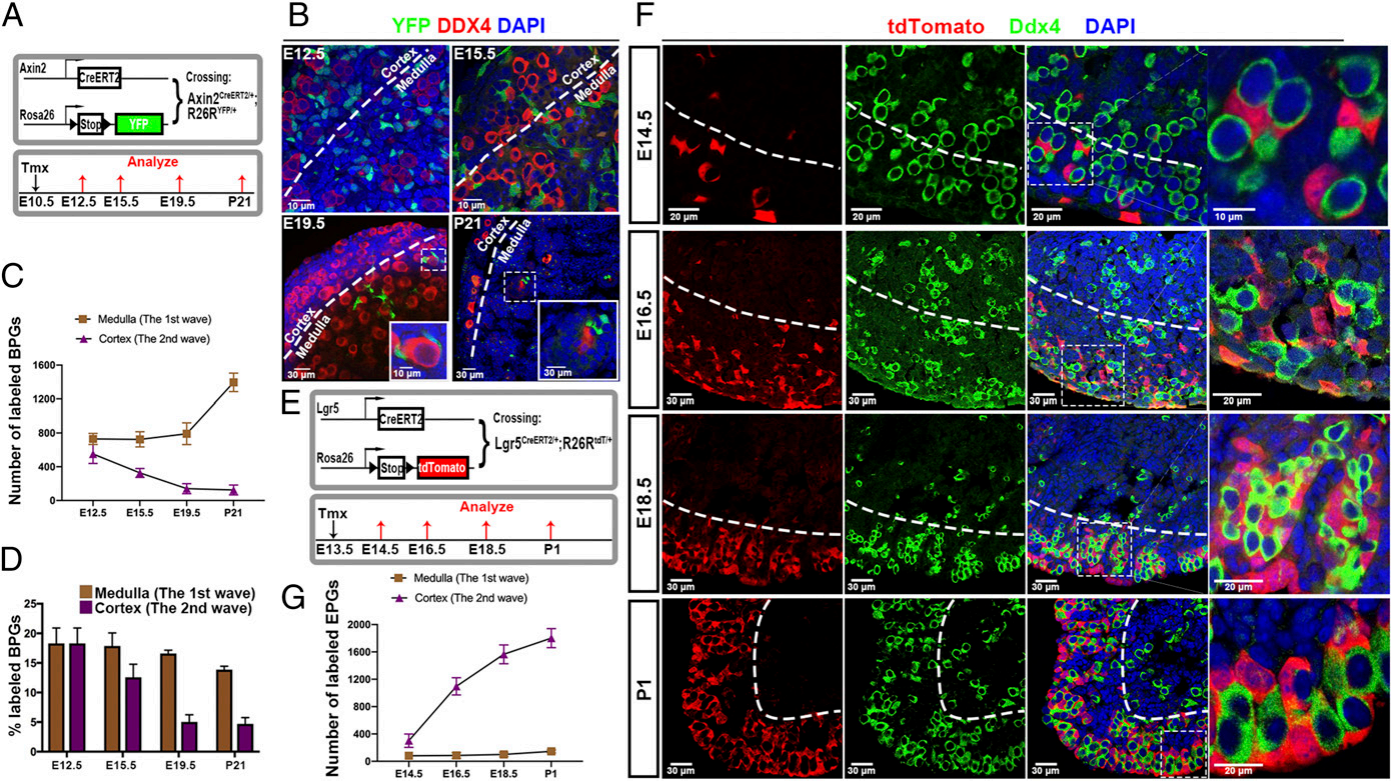
Lineage tracing of BPG cell replacement by cortical EPG cells. (*A*) Strategy for lineage-tracing bipotential cells. Mice containing Axin2^CreERT2/+^ mice and R26R^YFP/YFP^ received tamoxifen (Tmx) at E10.5, and ovaries were analyzed at E12.5, E15.5, E19.5, and P21. (*B*) YFP-marked cells (green) are seen adjacent to germ cells (red) in the medulla and in the cortex until E19.5. Boxed regions correspond to *Insets*. (*C*) Quantitation of YFP-labeled BPG cells in the cortex and medulla at each time point shown in *B*. (*D*) Percentage of cyst/follicle-associated PG cells labeled in the medulla and cortex at each time. (*E*) Strategy for lineage tracing EPG cells. Mice containing Lgr5^CreERT2/+^ and R26R^tdT/tdT^ reporter received Tmx at E13.5, and ovaries were analyzed at E14.5, E16.5, E18.5, and P1. (*F*) tdTomato-positive EPG cells (red) were sparse at E14.5 but associated with germ cells (green). Cortical tdTomato^+^ cells increased significantly at E16.5, E18.5, and P1, but very few entered the medullar region. Boxed regions correspond to *Right* *Column*. (*G*). Dashed lines in B and F show the boundary of the cortical and medullar regions.

While, initially, the distribution of labeled BPG cells appeared uniform, by E15.5, the number of labeled cells in the cortical (but not the medullar) region was reduced in absolute numbers (Fig. 5*C*). At E19.5 and again at P21, in contrast, labeled cells were found exclusively in the medullar region, indicating that cortical BPG cells had been fully displaced by EPG cells rather than undergoing transdifferentiation (Fig. 5*B*). Fig. 5*C* summarizes the loss of lineage-marked BPG cells from the cortex and their retention in the medulla. To compensate for ovarian and follicle growth, which dilutes the number of labeled cells per unit area, we also calculated the percentage of somatic cells associated with each cyst/follicle that were bipotential lineage-marked over time (Fig. 5*D*). In the cortex, the percentage of BPG-marked cells per cyst or follicle fell sharply from 18 to 4%, a background level that results from the ambiguous cortical/medullar boundary or possibly from a small amount of BPG cell survival. In contrast, the percentage of BPG-marked cells per cyst or follicle in the medulla decreased only slightly, from 18% at E12.5 to 15% at P21 (Fig. 5*D*). The increase in cell number observed at P21 is likely due to the mitotic growth of wave 1 granulosa cells in primary follicles.

### Kinetics of Lgr5^+^ EPG Replacement of Cortical but Not Medullar BPG Cells.

We further investigated Lgr5^+^ EPG association with cortical follicles using lineage marking. Lgr5^CreERT2/+^ mice were crossed to Rosa26-tdTomato reporter mice, and we administered Tmx to pregnant females at E13.5. Ovaries from offspring at 14.5, 16.5, 18.5, and P1 were then collected and analyzed (Fig. 5*E*). Since dividing Lgr5^+^ cells are confined to the ovarian surface, this protocol is expected to label newly generated Lgr5^+^ EPG cells and reveal their subsequent behavior.

When we analyzed embryos at E14.5 whose ovarian cells had been labeled in this manner at E13.5, several results were clear (Fig. 5 *F* and *G*). The great majority of the tdTomato^+^ (tdT^+^) cells clonally derived from Lgr5^+^ EPG cells labeled at E13.5 were still found near the ovarian surface although some cells had migrated inward to near the estimated position of the cortical/medullar boundary (Fig. 5*F*, dashed line). By E16.5, the number of tdTomato^+^ cells had increased and spread throughout the cortical region while the small number of medullar cells showed little change. By E18.5 and P1, cortical germ cells were almost entirely surrounded by tdTomato^+^ cells (Fig. 5 *F*, *Right Column*). The few remaining unlabeled cells around cortical germ cells were probably Lgr5^+^ cells that escaped lineage marking since marked BPG cells were gone by E19.5 (Fig. 5*C*). In contrast, tdT^+^ cells were only seen at very low levels in the medullary region, showing that EPG cells never take up residence in the medulla in significant numbers (Fig. 5*G*).

We used this same marking system to examine the fate of Lgr5^+^ daughters labeled in the OSE at P1 (*SI Appendix*, Fig. S5*A*). This allowed us to address whether any continuing epithelial progenitor division at the ovarian surface produces new EPG cells after birth. Although tdT-labeled cells could readily be seen at both P2 and P6 at the ovarian surface, none of these cells migrated into the ovarian cortex (*SI Appendix*, Fig. S5 *B* and *C*). Thus, EPG cells are no longer generated in detectable numbers after birth at P1. A model summarizing somatic cell behavior during first and second wave follicle formation is shown in Fig. 6*A*.

**Fig. 6.**
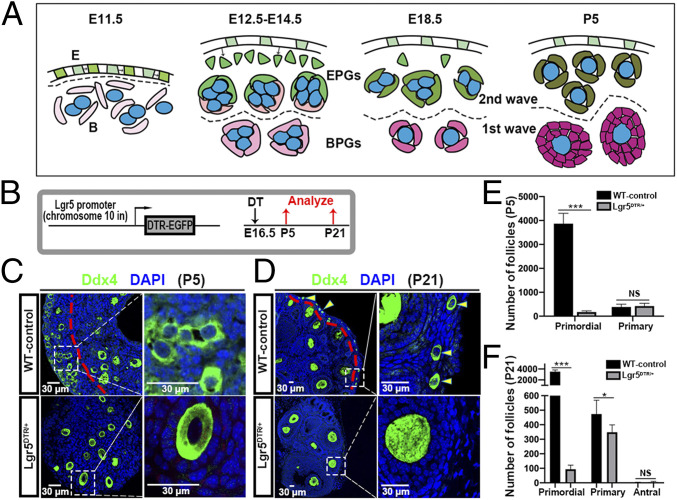
Lgr5-expressing cell ablation impairs second wave follicle formation. (*A*) Model of Epithelial progenitor cells (E), Bipotential cells (B), BPG cells (pink), and EPG cells (green) in forming first wave 1 and second wave follicles. Germ cells (blue). Developmental times are indicated. Dashed line separates ovarian cortex (above) from the medulla. (*B*) Experimental strategy to ablate Lgr5-expressing cells using the Lgr5-DTR-EGFP mouse model. (*C*) Histological analysis of ovaries from wild-type (WT) mice and Lgr5^DTR/+^ animals at P5. Boxed regions are magnified in the *Right*. (*D*) Histological analysis of ovaries from WT mice and Lgr5^DTR/+^ animals at P21. Yellow arrowheads correspond to primordial follicles. (*E*) Quantification of primordial (wave 2) and primary (wave 1) follicles at P5 after DT administration at E16.5. (*F*) Quantification of primordial (wave 2), primary (wave 1), and antral (wave 1) follicles at P21 after DT administration at E16.5. NS, not significant. *P < 0.05, ***P < 0.001 (*t* test). (Scale bars: 30 μm.)

### Depletion Experiments Confirm that Lgr5^+^ Cells Give Rise Mainly to the Second Wave of Follicles.

We used the Lgr5-DTR-EGFP mice (73) to ablate Lgr5^+^ cells during fetal follicle development by treatment with diphtheria toxin (DT) to test the prediction of our studies that only second wave (cortical) follicles should be affected (Fig. 6*B*). In control mice which were treated with DT at E16.5, but lacked the transgene, a robust population of nearly 4,000 primordial follicles was observed at P5 in the cortical region, along with about 400 rapidly developing first wave medullary primary follicles (Fig. 6 *C* and *E*). In contrast, pregnant females carrying the construct that were DT-treated at E16.5 and examined at P5 contained less than 200 primordial follicles (<5% of controls) while the number of wave one primary follicles was unchanged (Fig. 6 *C* and *E*). Similarly, at P21, DT-treated controls contained more than 3,500 cortically located primordial follicles (Fig. 6*D*, arrowheads) and 450 medullar primary follicles (Fig. 6 *D* and *F*). By comparison, Lgr5^DTR/+^ animals treated with DT retained less than 100 primordial follicles or about 3% of controls (Fig. 6 *D* and *F*). The number of wave one primary follicles was reduced to about 300 (67% of controls). These results strongly support the conclusions of our previous experiments that EPG cells nourish the second wave of follicles, but that first wave follicles retain BPG cells that develop in parallel with EPG cells in the cortex and support medullar follicle development without any significant contribution from surface-derived Lgr5^+^ PG cells.

## Discussion

### A Resource for Understanding Early Mouse Oogenesis.

We gained insight into the cellular and genetic foundations of mouse oogenesis, as well as a valuable resource for future studies, by analyzing single-cell transcriptomes from more than 52,500 cells isolated from E11.5 to P5 gonads/ovaries. We identified more than 2,500 genes whose expression changes as ovarian germ cells pass through six stages of meiotic prophase (*SI Appendix*, Fig. S2 and Dataset S3). Knowing the transcriptomes of these cells will greatly aid comparisons to meiosis in male gametes (40), and to female gametogenesis in other organisms (41, 74). Particularly exciting are the opportunities germline gene expression programs provide to better understand the important changes in the cytoplasm of meiotic cells. These include major alterations in cytoskeletal polarity and in the remodeling and movement of organelles, including endoplasmic reticulum, mitochondria, Golgi, and centrosomes. These programmed changes begin with sex determination and are accomplished in partnership with closely associated somatic cells. Although less studied, germ cell cytoplasmic modifications may be as strongly conserved as meiotic hallmarks, such as recombination, chromosome segregation, and suppression of transposon activity and meiotic drive.

### Two Populations of Granulosa Cells both Have Early Roots in the Gonad.

The acquisition of epithelial supporting cells plays a central role in gonad development (1–4, 8, 21–23). We used the power of scRNAseq to zero in on how epithelial populations change during fetal oogenesis, without confusion from mesodermal, endothelial, and germ cells or the perturbations of cell sorting. Cell groupings and their gene expression argued that PG cell formation from bipotential and epithelial progenitors is not strictly sequential, but overlaps in time and occurs in a similar manner. As expected, bipotential support cells were first detected at E11.5 where they are produced along with other somatic cells by divisions within the CE and migration into the gonad (8). In the E12.5 ovary, the derivatives of these cells are present and associating with germ cells. Unexpectedly, our data indicated that epithelial pathway PG cells are already likely to be present as well. Because we have no unique marker for these cells at E12.5, it is not clear if they are still located in the OSE near their progenitors, or if they have already entered the ovary and are generating cysts with hybrid PG cells of both pathway types. Gene expression suggested that looking for E12.5 cells expressing high Gpc3 and low Foxl2 might allow such identification in the future.

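At E12.5 Gpc3 (ENSMUSG00000055653, chromosome X, 52272426 to 52613950) was at 185 (175 to 196) CPM in EPG-like, 90.3 (79.9 to 102) in BPG-like and 65.4 (57.8 to 73.6) in undecided cells, a ratio of EPG-like to BPG-like of 2.05 (1.79 to 2.35).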

There is inherent uncertainty in relying on gene expression data alone to deduce developmental events. However, lineage-tracing studies support these conclusions. We labeled BPG precursors at E10.5 using Axin2-cre and observed their widespread distribution throughout the E12.5 ovary. We and others (23) labeled the EPG cells using Lgr5-cre at E13.5 and mapped them in the cortical region by E14.5, consistent with Lgr5-EGFP staining of OSE and subcortical PG cells at this time (22). How long new PG cells continued to be generated by these divisions is less well determined. While PG cells in the wave 2 pathway have been labeled with Lgr5-cre at E13.5, E14.5, E16.5, E17.5, and P1 (8, 22, 23), whether PG precursors in the OSE continue to divide and ingress at these times was not always determined. We found, at P1, that surface cells were readily labeled, but no newly labeled cells entered the ovary (*SI Appendix*, Fig. S5), suggesting that generation of PG cells from the OSE may be limited to the fetal gonad, at least in the absence of damage. The average levels of Mki67 in OSE fell 12-fold between E14.5 and E16.5, and 53-fold by E18.5 (Dataset S2), consistent with declining cell production.

### Foxl2 Is Differentially Expressed in BPG and EPG Cells.

A major difference in the two pathways is the preferential expression of Foxl2 in fetal BPG cells compared to EPG cells. There is sixfold greater average Foxl2 expression in cluster 5 BPG cells compared to cluster 6 EPG cells, and the differential remains around threefold from E14.5 to E18.5. Foxl2 expression only becomes nearly equal at P1 (1.25×), in agreement with previous study (16). Lineage labeling using Foxl2-cre at E12.5, E14.5, and E16.5 only marked cells that become part of wave 1 follicles (8, 21). The failure of Foxl2-induced lineage marking to include epithelial precursors prior to birth (21) may be a threshold effect. The absolute level of Foxl2 in group 5 BPG cells of 0.62 Umi per cell is not achieved in EPG cells until P1 when it reaches 1.1 Umi per cell in cluster 14. It is unclear what effects different levels of Foxl2 expression have on developing PG cells. 

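Foxl2 had 246 UMIs in the 227 BPG-like cells of E12.5, 203 in the 579 EPG-like cells of E18.5 and 1167 in the 603 EPG-like cells of P1. The ln level of the EPG-like cells was 249.6 at E18.5 and 947 at P1. The EPG-like cells of E16.5 had a higher Foxl2 level in CPM than those of E18.5, and more UMIs per cell (median 13900.5 against 7368). Their Foxl2 UMIs are not given here, so these counts do not show how near EPG-like cells came to the E12.5 BPG-like number before P1.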

Higher levels of Foxl2 may allow BPG cells to carry out unique roles during fetal development, such as hormone signaling, that are important for maintaining female differentiation. The differential gene expression identified here between BPG cells and EPG cells may be at least partly dependent on these differences in Foxl2 expression.

Higher resolution study of the fetal OSE is likely to provide further insights. A simple model postulates that both BPG cells and EPG cells are produced in the OSE but by distinct progenitors. There is evidence that the OSE is heterogeneous, and that only a subset of its cells express Lgr5 (22, 23). Wnt4/Rspo1-mediated signaling from BPG cells may stimulate Lgr5-expressing EPG progenitors (75), suggesting that progenitors and/or progeny of these pathways, interacting closely in time and space, act to homeostatically coregulate PG cell production and ovary development. Mutations influencing the BPG and EPG cellular composition might exert their effects by changing these interactions.

### Two Pregranulosa Cell Pathways Support Two Different Follicle Classes.

The timing and duration of fertility are critical parameters in the reproductive strategy of every species. Both wave 1 and wave 2 follicles play important roles in setting these values for mammals such as the mouse. The development of wave 1 follicles is accelerated to generate the initial finished follicles that determine the potential onset for fertility (21). In contrast, the number of wave 2 follicles and their stability over time control the duration of fertility. Our data showed that largely separate populations of PG cells differentiate in medullar and cortical follicles, suggesting that BPG cells assist rapid direct follicle development, and that EPG cells reinforce germ cell quiescence, stability, and regulated activation.

Genes differentially expressed in the two PG cell pathways are candidates for regulating follicular development. The rate of *Drosophila* ovarian follicle development can be strongly modulated by nutrition, as reflected in insulin signaling (76), and mammalian follicular growth is additionally influenced by activin/inhibin and steroid signaling (77, 78). BPG cells consistently express more of the androgen-degrading enzyme 3α-hydroxysteroid dehydrogenase encoded by Akr1c14 (71), which may help to sustain female development and promote direct development of wave 1 follicles. Akr1c14 is expressed 8 to 20 times higher in BPG cells than in EPG cells from at least E12.5 to E18.5. 

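The BPG-like over EPG-like ratio of Akr1c14 was 2.98 (1.53 to 5.90) at E12.5, 34.0 (27.1 to 43.3) at E16.5, 34.0 (25.5 to 46.3) at E18.5, 15.3 (12.8 to 18.4) at P1 and 3.47 (3.00 to 4.03) at P5. On the ln scale it was 3.38 at E12.5, 4.53 at E14.5, 21.5 at E16.5 and 18.7 at E18.5. The edgeR log2 fold change was 3.43 (SE 0.470, adjusted p = 0.00770, higher in BPG-like cells in 6 of 6 libraries).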

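Hsd17b7 (ENSMUSG00000026675, chromosome 1, 169949535 to 169969241) had BPG-like over EPG-like ratios from 0.914 (0.600 to 1.37) at E12.5 to 9.51 (7.26 to 12.6) at P1, and an edgeR log2 fold change of 1.63 (SE 0.329, adjusted p = 0.0310, higher in BPG-like cells in 5 of 6 libraries). Without E14.5, E16.5, E18.5 and P1 in turn, the log2 fold change of Hsd17b7 was 1.76 (adjusted p = 0.0552), 1.54 (adjusted p = 0.152), 1.68 (adjusted p = 0.118) and 1.30 (adjusted p = 0.0783), and over the 6 fits that each left out 1 library the adjusted p ranged from 0.00522 to 0.152. For Aard (ENSMUSG00000068522, chromosome 15, 52040107 to 52045722) they ran from 1.76 (1.65 to 1.89) at P5 to 8.92 (8.11 to 9.82) at E16.5, and the log2 fold change was 1.85 (SE 0.289, adjusted p = 0.0117, higher in BPG-like cells in 6 of 6 libraries). Without E18.5 and P1 in turn, the log2 fold change of Aard was 1.68 (adjusted p = 0.0713) and 1.81 (adjusted p = 0.0520), and over the 6 fits that each left out 1 library the adjusted p ranged from 0.00471 to 0.0713. Hsd17b1 (ENSMUSG00000019301, chromosome 11, 101078411 to 101080527) had no UMIs in either class at E12.5 and 3 against 5 at E14.5, a BPG-like over EPG-like ratio of 2.64 (0.410 to 13.6). It had 57 against 1 at E16.5, a ratio of 81.6 (14.1 to 3280.2), and 16 against 1 at E18.5, a ratio of 26.6 (4.14 to 1117). At P1 it had 29 against 0, at least 12.3-fold more, and at P5 588 against 4, a ratio of 59.1 (23.0 to 218).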

Several other BPG-enriched genes—including Hsd17b7, encoding an enzyme involved in cholesterol and steroid hormone biosynthesis (79); Hsd17b1, a gene that can masculinize female mice if overexpressed (80); and Aard, a gene that is expressed in Sertoli cells in developing testis (81)—may maintain a female hormonal environment and one conducive to primary follicle development in the medulla. Indeed, by P5, the BPG cluster selectively expresses Amh, Esr2, and Nr5a2, genes expressed during primary follicle development, as some medullar follicles have already begun primary follicle development.

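At P5 Amh (ENSMUSG00000035262, chromosome 10, 80805243 to 80807648) was at 196 (187 to 206) CPM in BPG-like and 2.94 (1.41 to 5.40) in EPG-like cells, a ratio of 66.8 (36.2 to 139.6). The ratios were 15.7 (10.1 to 25.8) for Esr2 (ENSMUSG00000021055, chromosome 12, 76120419 to 76177259) and 22.3 (14.2 to 37.1) for Nr5a2 (ENSMUSG00000026398, chromosome 1, 136842571 to 136960448), at 92.2 and 124 CPM in BPG-like cells. Over all 6 libraries the edgeR log2 fold change of Amh was 4.56 (SE 0.727, adjusted p = 0.0122, higher in BPG-like cells in 5 of 6 libraries). Without E18.5 and P1 in turn, the log2 fold change of Amh was 4.50 (adjusted p = 0.0747) and 4.25 (adjusted p = 0.0639), and over the 6 fits that each left out 1 library the adjusted p ranged from 8.8e-05 to 0.0747.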

In contrast, EPG cells consistently expressed more Lgr5 (82), and more Aldh1a2 after P1 (23). 

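Aldh1a2 (ENSMUSG00000013584, chromosome 9, 71215789 to 71296243) had an EPG-like over BPG-like ratio of 1.22 (0.945 to 1.60) at E12.5, 0.952 (0.833 to 1.09) at E14.5, 0.914 (0.841 to 0.993) at E16.5, 0.639 (0.536 to 0.763) at E18.5, 1.66 (1.40 to 1.97) at P1 and 11.2 (9.72 to 13.0) at P5. The P5 value stood apart from the other 5 libraries, and the edgeR log2 fold change of BPG-like over EPG-like cells was -0.59 (SE 0.428, adjusted p = 0.465, higher in EPG-like cells in 3 of 6 libraries).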

Aldh1a2 encodes an RA synthase, and RA stimulates gonadal cells to produce Foxl2, Esr2, and Wnt4 (36). While the role of RA in meiosis initiation is not fully understood (83), Aldh1a2 expression and RA production in EPG cells might promote the Foxl2 up-regulation that occurs around birth in EPG cells in cortical follicles. 

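EPG-like cells had 5.52 (4.66 to 6.58) times the BPG-like Gpc3 level at E14.5, 9.66 (8.40 to 11.2) times at E16.5, 12.9 (9.35 to 18.3) times at E18.5, 11.1 (7.94 to 16.0) times at P1 and 4.83 (3.61 to 6.52) times at P5. The edgeR log2 fold change of BPG-like over EPG-like cells was -2.68 (SE 0.303, adjusted p = 0.00294, higher in EPG-like cells in 6 of 6 libraries).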

Gpc3 encodes a glypican found in the extracellular matrix. A similar protein, encoded by the *Drosophila dally* gene, is a major regulator spatially restricting proliferative signals from the germline stem cell niche (84). Gpc3 might play a role in preparing cortical follicles for quiescence, by restricting the access of growth factors. Other potentially relevant genes preferentially expressed in EPG cells are shown in Fig. 4*D* (also, see *SI Appendix*, Fig. S4).

### Mouse BPG Cells Resemble *Drosophila* ECs.

Mouse BPG cells show several similarities to *Drosophila* ECs, the cells that interact with developing germline cysts during early steps in oogenesis. Like BPG cells, *Drosophila* ECs arise from the bipotential precursors known as intermingled cells (30). ECs surround and signal to germ cells during cyst formation, premeiotic S phase, and during the leptotene through pachytene stages of meiosis, all analogous to events in the mouse ovary that occur between E11.5 and E18.5. If germ cells at these stages are ablated in adult *Drosophila* ovaries, ECs turn over (85). Wnt signaling from ECs influences other somatic cells and is important for ongoing germ cell development (86–89). In addition, disrupting EC gap junctions (90) or steroid signaling (91, 92) perturbs germ cell development. Another interesting similarity between BPG cells and *Drosophila* ECs is that both interact with early follicles but are subsequently replaced by a second somatic cell type. The finding that somatic cells on most germline cysts are replaced by an independent epithelial cell population at an analogous developmental stage in both *Drosophila* and mouse ovaries suggests that cellular succession is functionally important and has been conserved in evolution. The transcriptomes of mouse BPG cells (Dataset S2) will make it easier to compare the early stages of ovarian follicle formation in mammals and invertebrates (29, 93, 94).

### What Determines the Relative Size of the Wave 1 and Wave 2 Follicle Populations?

Our experiments provide evidence that the two populations of PG cells are similar but not identical. They both derive from divisions of epithelial progenitors spread over much of the gonadal surface followed by inward migration over a similar period of time, encompassing E11.5 to at least E14.5. It is already known that multiple types of cells are produced in this manner in the E11.5 gonad and that the fates of ingressing cells change abruptly with time (8, 11). Our studies will aid in understanding how the genes expressed in these progenitors, their daughters, and other ovarian cells regulate the establishment, relative size, and behavior of wave 1 and wave 2 ovarian follicles. Such knowledge, and the broader resources described here will assist in advancing insight into many other important aspects of ovarian function.

## Experimental Methods

### Animals.

Mouse experiments in this study were performed in accordance with protocols approved by the Institutional Animal Care and Use Committee of the Carnegie Institution of Washington. Lgr5-DTR-EGFP mice were obtained from Genentech (South San Francisco, CA). R26R-tdTomato mice were obtained from the laboratory of Chen-Ming Fan, Carnegie Institution for Science, Baltimore, MD. Lgr5-CreERT2 mice (008875), Axin2-CreERT2 mice (018867), and R26R-EYFP reporter mice (006148) were acquired from The Jackson Laboratory.

### Labeling and Tracing Experiments.

The R26R-tdTomato females were crossed with the Lgr5-CreERT2 males; those with a vaginal plug were considered as E0.5. The pregnant females at E13.5 or newborn pups at P1 were given a single intraperitoneal (i.p.) injection of Tmx (10 mg/mL in corn oil) at 1 mg per 25 g of body weight. The R26R-EYFP females were crossed with the Axin2-CreERT2 males, and the pregnant females at E10.5 were injected i.p. with Tmx at 0.2 mg per 25 g of body weight.

### DT Injection.

Pregnant mice (E16.5) were injected i.p. with 10 μg/kg DT solution in phosphate-buffered saline (PBS).

### Immunofluorescence and Immunohistochemistry.

Ovaries were fixed in cold 4% paraformaldehyde overnight, incubated sequentially in 10% and 20% sucrose in PBS overnight, embedded in OCT (optimal cutting temperature medium), and stored at −80 °C until cryosectioning. After high-temperature antigen retrieval with 0.01% sodium citrate buffer (pH 6.0), the frozen sections (10 μm) were blocked with 10% normal donkey serum for 30 min and then incubated with primary antibodies overnight at 4 °C. The primary antibodies used are presented in *SI Appendix*, Table S2. For immunofluorescence, the sections were washed with wash buffer and incubated with the appropriate Alexa-Fluor–conjugated secondary antibodies (1:200; Invitrogen) at room temperature for 2 h. After staining with DAPI, samples were analyzed using confocal microscopy (Leica SP5). For immunohistochemistry, the slides were incubated with avidin-conjugated secondary antibodies (ab64264; Abcam) before being exposed to diaminobenzidine (DAB) (ab64264, Abcam) for 1 min and then counterstained with hematoxylin.

### ISH.

Tissue samples were fixed in neutral buffered formalin (NBF) (10%) at room temperature for 24 h, embedded in paraffin, and sectioned to a thickness of 5 μm. Tissue was pretreated with boiling 1× Target Retrieval followed by Protease III at 40 °C for 30 min. After pretreatment, the samples were hybridized with probes against mouse *Wnt6* (401111), *Lgr5* (312171-C2), *Gng13* (462531), and *Fmr1* (496391-C2) using RNAscope 2.5 HD Duplex Assay (322430; ACDBio). Signal was detected by two different chromogenic substrates (HRP-C1-Green and AP-C2-Red). Finally, slides were counterstained with hematoxylin and covered with mounting medium.

### Tissue Dissociation and Single-Cell Library Preparation.

Perinatal ovaries were dissected and placed in 1× PBS on ice and then dissociated into single cells using 0.25% Trypsin at 37 °C with pipet trituration at intervals. E11.5 and E12.5 ovaries were dissociated for 20 min, E14.5 and E16.5 ovaries for 40 min, E18.5 ovaries for 1h, and P1 and P5 ovaries for 80 min. After being neutralized with 10% fetal bovine serum, dissociated cells were passed through 70-μm and 30-μm cell strainers, separately. Approximately 10,000 live cells were loaded per sample onto the 10X Genomics Chromium Single Cell system using the v2 chemistry per the manufacturer’s instructions (95). Single-cell RNA capture and library preparations were performed according to the manufacturer’s instructions. Sample libraries were sequenced on the NextSeq 500 (Illumina). Sequencing output was processed through the Cell Ranger 3.1.0 mkfastq and count pipelines using default parameters. Use of version 3.1 resulted in the recovery of more cells, including those with low Umi values, such as cluster 7 germ cells. Reads were quantified using the mouse reference index provided by 10X Genomics (refdata-cellranger-mm10v3.0).

### Cell Identification and Clustering Analysis.

Package “Seurat” v2.3.4 (https://satijalab.org) (43) was used to analyze the scRNAseq data. The count data produced by Cell Ranger pipelines was a UMI count matrix with genes as rows and cells as columns. The value means the number of UMIs that was detected. The count data were read and transformed into Seurat object using the *Read10X* and *CreateSeuratObject* function, separately. Cells with too few reads were filtered out using the *FilterCells* function (subset.names = “nGene”, low.thresholds = 200). Filtered count matrices for each library (E11.5, E12.5, E14.5, E16.5, E18.5, P1, and P5) were Log-normalized, scaled, and merged to an integrated dataset through the *NormalizeData*, *ScaleData*, and *MergeSeurat* functions. After detecting the variable genes (x.low.cutoff = 0.0125, x.high.cutoff = 5, y.cutoff = 0.5), cell clusters were determined and identified based on the SNN algorithm (reduction.type = “pca”, dims.use = 1:10, resolution = 0.6), and visualized through dimensionality reduction by the *RunTSNE* function. For reanalyzing germ population or PG population, clusters with unique expression of germ cell markers or granulosa cell markers were extracted from the integrated dataset by the *SubsetData* function. The isolated cluster was divided into several subclusters after a series of normalization, scale, and dimensionality reductions.

### Data or Gene Profiles Visualization.

Violin plots were used to visualize the specific gene expression distributions in each cluster through the *VlnPlot* function within Seurat. The *y* axis of a violin plot represents the data slot of each Seurat object (object@data) which stores normalized and log-transformed single-cell expression. The data slot maintains the relative abundance levels of all genes and contains only zeros or positive values. The data slot was also used to visualize gene expressions in low-dimensional space through the *FeaturePlot* function. Unlike in the violin plot and feature plot, the heat maps (*SI Appendix*, Figs. S2 and S3) use the scale.data slot (object@scale.data), but not data slot, as the input source and was performed through the *DoHeatmap* function. To make our dataset more accessible and usable, the data slot of each germ cell cluster (Fig. 2*C*) or PG cluster (Fig. 3*B*) was extracted. The values (Datasets S1 and S2) represent the mean milliUMI (mUMI) per cell after row sum and average of the data slot in each cluster (object@data sums and divided by cell numbers).

## Supplementary Material

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

## Data Availability

Sequence data have been deposited in the GEO database (GSE136441) (96).

How the deposited data were processed for this re-analysis (not part of the article)

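Single-cell RNA was measured by the authors in 7 libraries of pooled mouse gonads, 1 at each of 5 embryonic ages (E11.5, then E12.5 and every 2 days to E18.5) and 2 ages after birth (P1 and P5), from 10 to 18 gonads per library. The paper states 10X Genomics v2 chemistry and Cell Ranger 3.1.0. The deposited values are UMI counts per gene and cell, made by the authors with Cell Ranger from the reads of cells that it called, over 31053 genes of the mouse reference mm10. They are whole numbers that had not been normalized or filtered further. Gene names were tied to Ensembl identifiers as deposited, and positions were taken from GENCODE vM21 on GRCm38.

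Cells with at least 200 genes were kept, the filter that the paper states. In the order of the ages, 8256, 4705, 11060, 10770, 3848, 6034 and 6150 cells were kept and 37, 39, 357, 272, 270, 375 and 369 removed. Their total UMIs were 93034001, 56627287, 87563864, 124390521, 31960736, 51098770 and 47463350, and the median UMIs per cell 10060, 11060, 6349, 10866, 6922, 7170.5 and 6659.5. Between 3.44 and 23.1% of a library's cells had fewer than 1000 genes. For comparisons of shares of cells, UMIs were drawn at random without replacement down to 2000 per cell, and the cells below that depth were left out, 302, 351, 1036, 1985, 305, 804 and 588 of each library.

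Counts were scaled to 10000 UMIs per cell and log transformed, and variable genes were taken with the cutoffs the paper gives (mean from 0.0125 to 5 and dispersion above 0.5). The genes named in the paper, cell-cycle genes, Y-linked genes, Xist and Tsix, and haemoglobin genes were kept out of the variable genes. The first 10 principal components, a graph of 30 nearest neighbours pruned at 0.0667, and Leiden clustering on modularity at resolution 0.6 gave 24 clusters. The epithelial and supporting cells were clustered again in each library, with 47 clusters, where the paper divided such cells of all libraries together, and the germ cells by themselves, with 13. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and igraph 0.11.9 was used.

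A cluster was named from marker lists for germ, epithelial, supporting, mesenchymal, endothelial, erythroid, immune and mesonephric tubule cells and for meiotic stages. The score of a list was the mean log2 of its genes' CPM with 10 added, less the mean over clusters. A cluster took the class with the highest score above 0 if at least 3 of its markers had at least 10 UMIs. It stayed unnamed if its median UMIs were under 0.333 of the median of its libraries and none of its markers was among its 10 leading genes, or if more markers of another class were among them. Leading genes were ranked by their fold over the other clusters with 50 CPM added. Germ clusters led by haemoglobin genes, or by somatic genes with no germ marker, stayed unnamed. In the ovary libraries, a cluster with a Y-linked UMI in more than 50% of its cells stayed unnamed, and a cluster of the epithelial and supporting pool with a log2 fold of Pax8 above 2 over the rest of the pool was kept apart as Pax8-high, whichever class it scored highest for. The supporting clusters left were placed by the score of 16 BPG markers less that of 12 EPG markers, centred on the midpoint of the library, and stayed undecided near the midpoint or where markers of the other pathway led. The BPG and EPG markers came from Datasets S4 and S5 and the stage markers mostly from Dataset S3, which the study chose on these same cells, so the classes are not independent of the study's clusters. In Dataset S4, from whose sheet BPG_1 came 2 of the BPG markers, the sheets EPG_0 and BPG_2 look mislabelled, with Lgr5 and Gng13 among the leading genes of BPG_2, and both markers are also raised in EPG_0. Leaving out these 2 markers changed neither the pathway shares nor the number of differing genes. None of the markers is a gene whose level is reported.

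The classes, comparisons and most alternatives were set before the data were examined. The rules that name clusters were not. Several versions were tried on the same clusters after marker scores, leading genes and the levels of Foxl2, Lgr5, Gng13, Akr1c14 and other genes had been seen, and the version used was chosen partly because it gave both pathways in all 6 ovary libraries. The rules on haemoglobin and somatic genes in germ clusters came after that. The earlier versions are among the alternatives.

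Doublets were kept. Scrublet, as run in scanpy 1.11.5, with 30 principal components and seed 1, was applied to each library for an alternative without doublets. Its automatic threshold marked 0.0242% of cells at E11.5 and 0.510% at E12.5, below the 1% taken as the least that shows a working threshold, so the 5% of cells with the highest scores were taken there. In the order of the ages 413, 235, 391, 436, 79, 164 and 111 cells were called.

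Genes were reported if the text names them with single-cell data, if they are among 9 further labels of Fig. 4, or if they are among the 5 largest changes in each direction that were called and had 1 direction in all 6 ovary libraries. Cells were never used as replicates. Levels have exact Poisson and shares exact binomial 95% intervals, and a count of 0 allows up to 3 counts. The paper's mUMI was compared on the scale of mean ln(1 + UMIs per 10000) times 1000. Against genes of Datasets S1 and S2 with mUMI over 200, the median ratio of values on this scale was from 0.412 to 1.05 in the 24 groups, against 1.51 to 2.09 without the logarithm.

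For BPG-like against EPG-like cells, UMIs were summed over the cells of a class in each of 6 libraries. R 4.3.3 with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood F test with the library as a block, Benjamini-Hochberg adjustment, called at 0.05) was the main test, and DESeq2 1.42.0 an alternative. The 9412 genes that had shaped a clustering of all cells or of a supporting pool were not tested, and 4532 of the 11467 genes past the filter remained. Log2 ratios of Foxl2, Lgr5 and Gng13 were also tested over the 6 libraries by exact two-sided sign flips, whose smallest p is 0.03125. The comparison of the classes was tested on simulated data with the same expected library sizes and 200 of 4568 genes changed 2-fold: edgeR called 186 of these and 7 others, and DESeq2 180 and 12 others.

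The alternatives were the stricter cell filter, removal of doublets, 30 principal components, resolution 1.2, cell-cycle or named genes kept, placing each cell by its own pathway score, other normalizations and gene filters, no library block, leaving out each library, and, chosen after results had been seen, mitochondrial genes left out, thinned counts, unnamed germ clusters not counted as germ cells, the BPG markers of Dataset S4 left out, dissociation response genes without Pax8-high clusters and the earlier naming rules. Sex was read from 4 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) and Xist. Dissociation response genes were a list of 16 written down before the test, and dissociation times are those the paper gives. The paper's staining, in situ hybridization and lineage tracing were not analysed here. Results for some genes are not reported here. Counts of genes per time point were not made, since each has 1 library.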

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

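The tests on depth at E11.5, on doublet scores in the E12.5 cluster and on doublets among Pax8-high cells were set before their results were seen, and the other tests given here were chosen afterwards.

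Among 31 named genes whose log2 ratio of BPG-like over EPG-like cells was examined in 6 libraries, a library stood apart from the other 5 in 2 (Dixon's test, which marks about 1 in 20 groups by chance), against 1.55 expected by chance. For Wnt4 it was E12.5, with a log2 ratio of 0.90 where the other libraries ran from -0.45 to 0.05. For Aldh1a2 it was P5, with a log2 ratio of -3.49 where the next lowest was -0.73. The numbers are near what chance gives. The BPG-like and EPG-like classes at E12.5 are also the least separated by their markers, and placing the Pax8-high clusters by their pathway score moved the mean log2 ratio of Wnt4 from -0.09 to 0.15, so that the naming of clusters may enter the Wnt4 values. For Aldh1a2 the paper states a higher level in EPG than in BPG cells after P1, and no technical explanation was tested. Both ratios rest on 1 library each.

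In the E11.5 library, 28.4% (27.4 to 29.4%) of cells had a Y-linked UMI, a part of the data that the paper does not report by sex. The share was 16.4% at 2 or more Y-linked UMIs and 10.3% after thinning, and Xist was found in 63.9% of cells. In the libraries from E14.5 to P5, 21 of 37862 cells had a Y-linked UMI (0.0555%). Clustered alone, the E11.5 cells formed 14 clusters, and in the 13 with at least 50 cells the share ran from 2.46 to 53.5%. A spread that comes from depth would close when cells are thinned, and after thinning it was still 19.8 percentage points (0.429 to 20.3%). Across the 13 clusters the thinned shares with Y-linked and with Xist UMIs had a Spearman rho of -0.604, as when tissue of XX and XY embryos was taken in different proportions. With the other cluster, of 46 cells led by Dppa5a, rho was -0.565. That the clusters differ in the sexes of the embryos they came from is a candidate explanation found in and tested on the same cells. Differences between the sexes in cell types were not tested.

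In the E12.5 library, which is described as ovary, 1 cluster of 113 epithelial and supporting cells had a Y-linked UMI in 87.6% of its cells. Its Amh and Sox9 levels were 862 and 414 CPM against 1.88 and 30.6 in the rest of the pool, and its Foxl2 level was 6.38 against 52.9. Free RNA would give all clusters a like share, and in the rest of the pool it was 2.56%. Of the cluster's cells, 15.9% were among the 5% of the library with the highest doublet scores, against 4.48% in the rest of the pool, which is the direction doublets predict and was the test first set. A doublet with an XX cell would carry Xist, and this second test, added after the first was seen, found Xist in 17.7% of the cluster's cells against 95.7% in the rest. Mesenchymal, endothelial, immune and germ cells of the library had a Y-linked UMI in 7.67% (6.61 to 8.84%) against 0.0495% in the same classes from E14.5 to P5. XY tissue in the pool is a candidate explanation. The cluster was left out of all classes. Y-linked UMIs were still found in 5.08% (3.31 to 7.41%) of EPG-like and 1.32% (0.273 to 3.81%) of BPG-like cells at E12.5. Whether XY cells in these classes move the E12.5 ratios was not tested.

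Over the 6 ovary libraries, 1969 cells of the epithelial and supporting pool were in Pax8-high clusters, and Pax8 is not named in the paper's text. These clusters scored highest as supporting cells in 4 libraries and as mesenchymal cells at E12.5 (200 cells) and E18.5 (140 cells). Pax8 was at 44.1 to 143 CPM in them against 0.337 to 8.00 in BPG-like and EPG-like cells. Doublets would raise both the share of called doublets and the UMIs per cell, and both were higher in 2 of the 6 libraries. More called doublets were found in 4 libraries and more UMIs in 3. At E18.5 called doublets were 22.1% of the Pax8-high cells against 0.224%, and the cluster was led by Col1a1, so that doublets with mesenchymal cells may make up part of it in that library. What these cells are in the ovary was not tested.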

How the results depend on the processing

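The alternatives of leaving out mitochondrial genes, a pseudocount of 10, thinned counts, uncounted unnamed germ clusters, BPG markers without Dataset S4, dissociation response genes without Pax8-high clusters and the other naming rules were chosen only after results had been seen.

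With at least 1000 genes and at most 10% mitochondrial UMIs, 95.8% of cells had a class in place of 87.6%, germ cells were 26.5% of the E14.5 library in place of 27.9%, and 92.5% of E12.5 germ cells were premeiotic-like in place of 80.8%. The Stra8 level of preleptotene-like cells was 1279.5 CPM in place of 1480.2, and the epithelial Mki67 level at E12.5 was 0.508 of the E16.5 level in place of 0.840. With doublets removed these were 83.6%, 21.4%, 92.7% and 1665 CPM. With 30 principal components a class was given to 86.5%, the germ share was 26.1%, Stra8 was at 855 CPM and EPG-like cells were 77.3% of both pathways at E14.5 in place of 81.0%. At resolution 1.2 the premeiotic-like share was 67.7%, Stra8 was at 1652 CPM, the Wnt6 level of E11.5 supporting over epithelial cells was 9.44 in place of 31.7, the EPG-like share was 78.0% and the Mki67 ratio 0.673.

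With cell-cycle genes kept, 90.3% of cells had a class, the premeiotic-like share was 74.7% and the Mki67 ratio 0.457. With the named genes kept these first values were 87.9% and 75.9%, Stra8 was at 1618 CPM, and 261 genes differed between the pathways in place of 165. With mitochondrial genes left out, 89.3% of cells had a class, the premeiotic-like share was 71.3%, Stra8 was at 1634 CPM, the Wnt6 ratio 9.16 and the Mki67 ratio 0.749. With a pseudocount of 10, 85.8% had a class and 423 genes differed, over 5 libraries. Germ clusters named without the rules on haemoglobin and somatic genes gave a Stra8 level of 1439 CPM. With unnamed germ clusters not counted, the germ share was 20.7% and the premeiotic-like share 95.3%.

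On the ln scale the Mki67 ratio was 2.11, which reversed the direction from E12.5 to E16.5 (from E14.5 to E16.5 the level of all epithelial cells rose on both scales), and Stra8 was at 2638. A cluster of 41 cells holds most of the E16.5 Mki67 UMIs, and the mean over cells of a logarithm gives it less weight than the sum. With at least 2 UMIs the share of Y-positive cells at E11.5 was 16.4% in place of 28.4%.

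The EPG-like share at E14.5 was 67.8% with Pax8-high clusters placed by their score, 61.1% with an undecided band of 0.5 around the mean and 54.3% with each cell placed by the sign of its own score. The first of these also reversed the mean log2 ratio of Wnt4, from -0.09 to 0.15. The other 2 gave 384 differing genes, over 5 libraries, and 342. Thinned counts gave 97. With every supporting cluster placed by the sign of its score, the correlation of the Foxl2 ratio with the order of the ages went from -0.671 to -0.891 (two-sided permutation p = 0.0222).

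Of the 165 genes called between the pathways, 160 were also among the 325 called by DESeq2. All genes with at least 1 UMI gave 595, the genes that formed the clusters included gave 608, and 2 were called without the library block, where 283 had an unadjusted p under 0.05. Leaving out 1 library gave from 18 genes (without E16.5) to 425 (without E12.5), with 74 without E14.5, 19 without E18.5, 33 without P1 and 406 without P5. For Foxl2 the mean log2 ratio was 1.49 to 2.01 across these 6 fits, and the adjusted p ranged from 0.00581 to 0.118, above 0.05 without E14.5 (1.72, adjusted p = 0.0630), E16.5 (1.49, adjusted p = 0.116) and E18.5 (1.54, adjusted p = 0.118). For Lgr5 it was -4.23 to -3.15, with the adjusted p above 0.05 without E16.5 (-3.15, adjusted p = 0.152), E18.5 (-3.28, adjusted p = 0.144) and P1 (-3.26, adjusted p = 0.123). It was also above 0.05 with the stricter cell filter (-3.52, adjusted p = 0.0539) and with 30 principal components (-3.37, adjusted p = 0.0587). For Gng13 it was -4.69 to -3.77, with the adjusted p above 0.05 without E18.5 (-3.88, adjusted p = 0.0515).

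Beside these, 98 of the values of the leading results were the same as in the main processing. Of 774 values of the other results, 631 were the same, 105 moved, 24 were weaker, 13 stronger and 1 reversed. Among the weaker were Hsd17b7, Aard, Amh, Lhx9, Akr1cl, Apoc1, Folr1, Cst8 and Bace2 with some libraries left out, and among the stronger Bmp2, Col18a1, Runx1 and Wnt4.

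No E11.5 epithelial cluster, and so no Wnt6 ratio, was found with the stricter cell filter, 30 principal components, cell-cycle genes kept, named genes kept or a pseudocount of 10. No Mki67 ratio was found with 30 principal components or the named genes kept, and no preleptotene-like cluster with cell-cycle genes kept. Apart from the weight of the 41 cells, the cause of these changes was not tested.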

Differences from the paper's values

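The alternatives named here were set before the data were examined, except those said to have been chosen after the values were seen. The paper's shares, levels and cell numbers come from its own clusters, and those here from rebuilt classes. A gap is said to close where a value came within 1.5 times the paper's, which leaves room for a sizeable difference.

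At E14.5, 36.1% of 3085 germ cells were preleptotene-like, against the paper's 16.1% of its own germ cells. The alternatives gave 42.9 with the stricter cell filter, 58.2 with doublets removed, 43.1 with 30 principal components, 31.4 with resolution 1.2, 0 with cell-cycle genes kept and 32.7 with named genes kept, and none closed the gap. No cluster was leptotene-like, so that share was 0% in the main processing and in all 6 of these alternatives, against the paper's 57.5%.

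Wnt4 and Wnt6 in E11.5 supporting cells, over the mean of the other epithelial and pregranulosa groups, were 1.31 and 1.01 times on the ln scale. The paper gives 10 times over its other clusters, and the gap depends on the cells compared, since on the same scale Wnt4 and Wnt6 were 17.2 and 18.9 times the E11.5 epithelial level and 6.26 and 38.6 times that of all other E11.5 cells. Over the alternatives they were 1.19 to 1.29 and 0.963 to 1.12, with no value with the named genes kept, and none closed the gap over the first of these groups.

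Lgr5 in epithelial cells from E11.5 to E14.5 had an ln level of 252.6 against the paper's 89, and 261 with the stricter cell filter, 255 with doublets removed, 437 with 30 principal components, 197 with resolution 1.2, 457 with cell-cycle genes kept and 473 with named genes kept. None closed the gap. EPG-like cells at E14.5 numbered 3160 against the paper's 1419. With each cell placed by its own score they numbered 2121, within 1.5 times the paper's number, and the other alternatives, from 2671 to 3211, did not close the gap.

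The ln level of Mki67 in epithelial cells was 305 from E11.5 to E14.5 against the paper's 809, and 46.2 to 307 in the alternatives. At E16.5 it was 258 against the paper's 69, and was 92.7 with 30 principal components and 70.8 with cell-cycle genes kept, which closed the gap, while the other alternatives (254 to 388) did not. At E18.5 it was 41.7 against the paper's 15 (35.2 to 50.8 in the alternatives), and at P1 256 against the paper's 95 (247 to 335 in the alternatives). None closed the gap at E11.5 to E14.5, E18.5 or P1.

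Foxl2 at E16.5 was 4.13 times as high in BPG-like as in EPG-like cells on the ln scale, against the paper's 2.56. The gap closed with doublets removed (3.16), 30 principal components (2.97), resolution 1.2 (3.00), cell-cycle genes kept (3.19), the named genes kept (3.62) and each cell placed by its own score (2.28), but not with the stricter cell filter (4.78). Lgr5 in EPG-like over BPG-like cells was 27.2 at E16.5 and 22.0 at E18.5 against the paper's 8.0 and 7.69. Each cell placed by its own score gave 10.8 and 7.17 and closed both gaps, and the other alternatives, 24.0 to 39.5 and 18.9 to 27.8, did not. The lowest Akr1c14 ratio from E12.5 to E18.5 was 3.38 against the paper's 8. Resolution 1.2 gave 6.58 and closed the gap, and the other alternatives, 2.07 to 4.96, did not.

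The paper states that E14.5 was the only age with more EPG than BPG cells. EPG-like cells were the larger class in 5 of 6 libraries, all but P5. At E12.5 and P1 their share fell as low as 38.7% and 25.1% in the alternatives. At E16.5 it fell no lower than 51.6% in the alternatives set beforehand. It was 44.0% there with Pax8-high clusters placed by their pathway score, an alternative chosen after the values were seen. The paper states that the E14.5 BPG cluster resembles other BPG cells in expressing Bmp2, Id1 and Gata4. Over the 6 libraries, Bmp2 was higher in EPG-like cells in 5, Id1 in 3 and Gata4 in 2, and at E14.5 the BPG-like over EPG-like ratio was 0.431 for Bmp2, 0.454 for Id1 and 1.17 (1.06 to 1.28) for Gata4.

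The paper states that Lgr5 is higher in EPG cells at each stage, and at E12.5 the EPG-like over BPG-like ratio was 0.990 (0.738 to 1.34) in CPM. On the ln scale the E12.5 level was higher in EPG-like cells, in the direction of the paper, so this difference holds in CPM only. The paper states that epithelial Mki67 falls from the cells of E11.5 to E14.5 to those of E16.5. From E14.5 to E16.5 the level rose from 24.9 to 159 CPM, and from 119 to 258 on the ln scale. This rise rests on 41 of the 546 epithelial cells at E16.5, and the cluster of the other 505 was at 18.3 CPM and 87.2 on the ln scale, below E14.5. The E12.5 level was 0.840 times the E16.5 level in CPM and 2.11 times on the ln scale. It states that most germ cells are in pachytene at E16.5 and most oocytes at dictyate at P1, and these shares were 33.8% and 39.5% of all germ cells, of which 65.2% and 45.8% stayed unnamed. Without the unnamed cells they were 97.1% and 72.9%, an alternative chosen after the values were seen. Pachytene-like cells exceeded 50% of the E16.5 germ cells with the stricter cell filter (75.9%), doublets removed (86.8%) and 30 principal components (77.7%). The dictyate-like share at P1 was 59.4%, 57.0% and 54.3% with the same settings, and 78.7% without the rules on haemoglobin and somatic genes, an alternative chosen after the values were seen. The paper places the induction of Stra8 at preleptotene, without saying that its level is highest there. Stra8 rose from 163 CPM in premeiotic-like to 1480.2 CPM in preleptotene-like cells, and was higher again in zygotene-like cells (2092 CPM). The paper states that Foxl2 is found in a larger fraction of BPG cells at E14.5 than at E12.5, and the share of BPG-like cells with Foxl2 was 48.0% at E12.5 and 47.2% at E14.5 unthinned, and 12.3% and 21.1% thinned.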

Other observations

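The test on swapped class labels and the test on low-UMI germ cells were set before their results were seen, and the tests on barcodes, haemoglobin and dissociation genes were chosen afterwards.

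Of the splits of the 12 class totals made by swapping BPG-like and EPG-like labels within libraries, 1 of the 32 splits, the real one, gave as many genes with an adjusted p under 0.05 as the 165 observed. Of the other 31 splits, 30 gave none, and the split that parts E12.5 from the other 5 libraries gave 108. The classes were formed from the same cells, which this count does not cover.

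The E16.5 library shared 9 cell barcodes of 16 bases with the other 6 libraries, where 645 would be shared if all drew on 1 list of the size that the other libraries imply. The 15 pairs without E16.5 shared 986 and imply a list of 709986 barcodes (526377 to 887991 over the pairs). Another barcode list for E16.5 is a candidate explanation, and the paper states 1 chemistry for all libraries. Leaving out E16.5 gave 18 genes between the pathways. Whether the chemistry changed any level was not tested, since E16.5 is 1 library.

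Premeiotic-like germ cells at E12.5 had Hbb-y at 1091 CPM, 1.82 times the median of the 9 other classes outside erythroid cells, which ran from 560.2 to 7172 CPM, against 430512 in erythroid cells. With doublets removed the level was 1102, 1.85 times the median of 8 classes that ran from 561 to 941. The first range includes the premeiotic-like level and the second lies below it, so free RNA from erythroid cells and expression in the germ cells themselves cannot be told apart. At E14.5 the ratio was 0.151. Hba-x gave 2.60 times at E12.5.

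The summed level of 16 dissociation response genes in the supporting and Pax8-high cells was 1496, 2421, 5936, 4698, 11022, 11308 and 8407 CPM in the order of the ages, with trypsin for 20, 20, 40, 40, 60, 80 and 80 min. The correlation with time was r = 0.905 (two-sided permutation p = 0.00952) and rho = 0.918 (two-sided permutation p = 0.00952) over 7 libraries, r = 0.975 without the 2 farthest libraries and r = 0.904 (two-sided permutation p = 0.0333) without E16.5. In all cells outside erythroid and immune clusters r was 0.908 (two-sided permutation p = 0.0111) and rho 0.771 (two-sided permutation p = 0.0508), r = 0.864 without the 2 farthest. Without E16.5, r in these cells was 0.909 (two-sided permutation p = 0.0556). The Pax8-high clusters scored highest as mesenchymal cells at E12.5 and E18.5, and without the Pax8-high clusters of all libraries, an alternative chosen after results had been seen, r was 0.873 (two-sided permutation p = 0.0190), rho 0.863 (two-sided permutation p = 0.0190) and r = 0.869 (two-sided permutation p = 0.0556) without E16.5. Dissociation time rises with age, so a response to dissociation and a change with development cannot be told apart.

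A germ cell cluster of 1076 cells at E16.5, left unnamed, had a median of 952.5 UMIs. Its germ markers stood at 1832 CPM, 1.54 times the whole library (1192 CPM) and 59.8 times mesenchymal cells (30.7 CPM), against 5917 CPM (4.96 times the library) in pachytene-like cells. The value lies between that of free RNA in near-empty droplets and that of pachytene-like cells, and these explanations cannot be told apart because damaged germ cells would also carry a mixture. These cells make up much of the unnamed share at E16.5.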
